# Overexpression of Lipocalins and Pro-Inflammatory Chemokines and Altered Methylation of PTGS2 and APC2 in Oral Squamous Cell Carcinomas Induced in Rats by 4-Nitroquinoline-1-Oxide

**DOI:** 10.1371/journal.pone.0116285

**Published:** 2015-01-30

**Authors:** Xinjian Peng, Wenping Li, William D. Johnson, Karen E. O. Torres, David L. McCormick

## Abstract

Oral squamous cell carcinomas (OSCC) induced in F344 rats by 4-nitroquinoline-1-oxide (4-NQO) demonstrate considerable phenotypic similarity to human oral cancers. Gene expression studies (microarray and PCR) were coupled with methylation analysis of selected genes to identify molecular markers of carcinogenesis in this model and potential biochemical and molecular targets for oral cancer chemoprevention. Microarray analysis of 11 pairs of OSCC and site-matched phenotypically normal oral tissues from 4-NQO-treated rats identified more than 3500 differentially expressed genes; 1735 genes were up-regulated in rat OSCC versus non-malignant tissues, while 1803 genes were down-regulated. In addition to several genes involved in normal digestion, genes demonstrating the largest fold increases in expression in 4-NQO-induced OSCC include three lipocalins (VEGP1, VEGP2, LCN2) and three chemokines (CCL, CXCL2, CXCL3); both classes are potentially druggable targets for oral cancer chemoprevention and/or therapy. Down-regulated genes in 4-NQO-induced OSCC include numerous keratins and keratin-associated proteins, suggesting that alterations in keratin expression profiles may provide a useful biomarker of oral cancer in F344 rats treated with 4-NQO. Confirming and extending our previous results, PTGS2 (cyclooxygenase-2) and several cyclooxygenase-related genes were significantly up-regulated in 4-NQO-induced oral cancers; up-regulation of PTGS2 was associated with promoter hypomethylation. Rat OSCC also demonstrated increased methylation of the first exon of APC2; the increased methylation was correlated with down-regulation of this tumor suppressor gene. Overexpression of pro-inflammatory chemokines, hypomethylation of PTGS2, and hypermethylation of APC2 may be causally linked to the etiology of oral cancer in this model.

## Introduction

More than 250,000 new cases of oral squamous cell carcinoma (OSCC) are diagnosed each year around the world, and more than 125,000 people die of the disease [1, 2]. In the United States, it is estimated that approximately 28,000 new cases of cancer of the tongue, gum, lip, or mouth will be diagnosed in 2014, and that approximately 8,000 people will die from these malignancies [3]. The most important risk factors for human oral cancer are use of tobacco (including smokeless tobacco) and alcohol [4–6]. It is estimated that consumption of tobacco and alcohol is responsible for approximately 75% of oral cancer cases in the United States, and that tobacco and alcohol may act synergistically to induce oral neoplasia [4, 5]. Exposure to human papillomavirus (HPV) is an emerging factor in oral cancer etiology, and has been identified as a major risk factor in younger individuals as well as in non-smokers and non-drinkers [7, 8].

In spite of continuing efforts to improve surgical and pharmacologic approaches to treat oral cancer, the 5-year survival rate for oral cancer patients has remained between 50% and 60% since the mid-1970’s [9]. On this basis, primary prevention efforts aimed at decreasing exposure to major risk factors for oral cancer, and secondary prevention efforts involving oral cancer chemoprevention are necessary to reduce mortality and the substantial morbidity that is associated with this neoplasm.

The oral cavity provides an attractive site for clinical efforts in cancer prevention, as site accessibility and the existence of grossly identifiable preneoplastic lesions (such as leukoplakia and erythroplakia) facilitate the evaluation of disease progression and chemopreventive drug efficacy. Oral preneoplastic lesions demonstrate a variety of genetic alterations [10, 11], some of which may be critical determinants of lesion progression from preneoplasia to invasive oral cancer.

High quality *in vivo* carcinogenesis models that demonstrate biological congruity with human oral cancer are essential elements of studies to identify molecular targets for oral cancer prevention and to evaluate the efficacy and safety of novel agents and regimens designed to inhibit or retard oral carcinogenesis. An experimental model in which invasive OSCC are induced in the tongue of F344 rats by 4-nitroquinoline 1-oxide (4-NQO) has been used widely in studies of cancer chemoprevention [12–14]. Studies performed in our laboratory [14] demonstrate that invasive oral cancers induced by administration of 4-NQO (20 ppm in the drinking water for ten weeks) develop in four to six months after the first exposure to chemical carcinogen, and demonstrate highly reproducible incidence and latency patterns. Importantly, this model generates invasive malignancies in an anatomic site in which cancers are commonly seen in humans [12, 14]; 4-NQO-induced oral cancers in rats also demonstrate considerable phenotypic similarity to human oral cancers [12].

In the present studies, microarray and PCR approaches were used to identify molecular alterations that are associated with 4-NQO-induced oral carcinogenesis in the F344 rat. The goals of these studies were to identify molecular pathways that could serve as useful targets for oral cancer chemoprevention, and to identify potential biomarkers for carcinogenesis in this site. Additional studies were performed to identify the molecular mechanisms responsible for the differential expression of selected genes in rat oral cancers induced by 4-NQO. We report that oral cancers induced in the rat tongue by 4-NQO demonstrate differential expression of numerous genes, some of which appear to provide suitable targets for pharmacologic interventions directed at oral cancer chemoprevention. Epigenetic changes that include hypomethylation of PTGS2 (COX-2) and hypermethylation of tumor suppressor genes may underlie neoplastic development in this site.

## Materials and Methods

### Animal Welfare Statement

Prior to the initiation of *in vivo* work, the study protocol was reviewed and approved by the IIT Research Institute Animal Care and Use Committee. All elements of the program that involved laboratory animals were performed in full compliance with United States Public Health Service Policy on Humane Care and Use of Laboratory Animals, and in full compliance with the animal welfare guidelines promulgated in the National Research Council *Guide for the Care and Use of Laboratory Animals*.

### *In Vivo* Methods

Six-to-seven week old male F344 rats were obtained from virus-free barrier colonies at Harlan, Frederick, MD. Rats were held in quarantine for approximately one week prior to study start. Cage-side clinical observations were performed daily during the quarantine period to evaluate animal health. Prior to use in the study, each rat received a hand-held physical examination to ensure its suitability for use as a test animal.

At all times during the quarantine and experimental periods, rats were housed on hardwood bedding in polycarbonate shoebox cages in a windowless room that was illuminated for 12 hours per day and maintained within the ranges of 22° ± 1°C and 50% ± 20% relative humidity. Rats were permitted free access to Purina 5001 Laboratory Chow diet (PMI Feeds, Brentwood, MO) and City of Chicago drinking water (provided in water bottles).

All rats received 4-NQO (Sigma-Aldrich, St. Louis, MO) at a concentration of 20 ppm in the drinking water for 10 weeks; after 10 weeks, rats received drinking water without added 4-NQO. After preparation, drinking water containing 4-NQO was stored in the dark at 4°C until used. Bottles containing 4-NQO-supplemented water were wrapped with foil to preclude photodegradation of the carcinogen, and were changed at two- to three-day intervals throughout the study.

Throughout the dosing and observation periods, rats were observed twice daily to evaluate their overall health status and to identify possible toxic effects of the carcinogen. Rats were weighed weekly. Monitoring of body weights is particularly important during latter stages of carcinogenesis studies in the 4-NQO oral cancer model, as body weight loss provides a useful indicator of the clinical progression of induced cancers [14]. The study was terminated at 26 weeks after the first day of carcinogen exposure.

### Necropsy and Histopathology

**Necropsy.** Animals were selected for early euthanasia if hand-held clinical examinations and/or body weight patterns suggested the presence of a large oral cancer; otherwise, all rats were euthanized at 26 weeks after the first exposure to 4-NQO. Animals were humanely euthanized by CO_2_ asphyxiation, and were necropsied immediately to preclude possible artifacts resulting from tissue autolysis. No molecular analyses were performed on tissues from animals that were found dead during the study.

All rats underwent a limited gross necropsy that was focused on the tongue and oral cavity. At necropsy, the tongue from each animal was carefully excised and all gross oral lesions were charted. The tongue was then bisected longitudinally; half of each tongue was fixed in 10% neutral buffered formalin and processed for histopathologic evaluation. The remaining half of each tongue was snap-frozen in liquid N_2_ and stored at -80°C for use in molecular studies.

**Tissue Processing for Microscopic Evaluation.** Formalin-fixed oral tissues collected from 4-NQO-treated rats were processed using standard histologic techniques, cut at 5 µm, stained with hematoxylin and eosin, and classified histopathologically. In addition to qualitative assessment of malignancy, oral cancer invasion scores were determined using a semi-quantitative grading system. The invasiveness of each microscopic oral lesion was scored on a scale of 0 (non-invasive lesion; papilloma or carcinoma *in situ*) to +3 (highly invasive lesion). Malignant lesions with an invasion score of +1 extended through the mucosal epithelial basement membrane, but invaded only into the lamina propria. Malignant lesions with invasion scores of +2 invaded through the lamina propria into the upper muscle layers. Malignant lesions with invasion scores of +3 demonstrated extensive invasion into the underlying muscle.

### Molecular Analyses

**Tissue Processing for Molecular Analyses.** Histologically confirmed OSCC and adjacent phenotypically normal tissue were collected from the half of each tongue that had been designated for molecular analyses. Total DNA/RNA was isolated from paired sets of malignant and normal tissues using the DNeasy Blood & Tissue Kit (Qiagen, Germantown, MD) or RNeasy Mini kit (Qiagen), according to the manufacturer’s instructions. Total RNA was used for microarray and RT-PCR analysis, while total DNA was used for analysis of the methylation status of gene promoters.

**Microarray Analysis.** After RNA isolation, the quality and quantity of individual RNA samples were determined using an Agilent Bioanalyzer. Total RNA isolated from 11 pairs of neoplastic and adjacent normal tongue tissues were individually subjected to microarray analysis using Agilent Rat GE 4x44K v3 arrays (Agilent Technologies, Santa Clara, CA). First and second strand cDNAs were prepared from the total RNA samples; cRNA target was prepared from the DNA template, verified using the Bioanalyzer, fragmented to uniform size, and then hybridized to the microarrays. Slides were washed and scanned using an Agilent G2565 Microarray Scanner. Data were analyzed using Agilent Feature Extraction and GeneSpring GX v7.3.1 software. Microarray data for the 11 sample pairs are available in the National Center for Biotechnology Information Gene Expression Omnibus (GEO), accession GSE51125.

**Quantitative RT-PCR.** RT-PCR analysis was performed as described previously [15]. Two RT reactions for each sample were pooled and diluted with an equal amount of DNase/RNase free water. Real-time PCR was performed with 2 µL diluted RT product in a MyiQ Real-Time PCR Detection System (Bio-Rad, Hercules, CA) using iQ SYBR Green PCR Supermix (Bio-Rad) according to the manufacturer’s instructions. Gene-specific primers were designed using Primer 3 software (http://frodo.wi.mit.edu/cgi-bin/primer3/primer3_www.cgi). Primer sequences are provided in Table A in S1 File (supporting information). 18S ribosomal RNA was used as the reference gene against which qPCR data were normalized. Fold induction was calculated using the formula 2^-(∆∆Ct)^, where ∆∆Ct is ∆Ct_(sample)_ - ∆Ct_(control sample)_, ∆Ct is Ct_(gene)_ - Ct_(18S)_ and Ct is the cycle at which the threshold is crossed. One sample served as a common control for relative fold change calculations.

**Methylation Assay.** Gene methylation in paired samples of tumor and normal tissue were analyzed using the EpiTect Methyl II PCR assay kit (Qiagen). This method is based on detection of remaining input DNA after cleavage with a methylation-sensitive and/or a methylation-dependent restriction enzyme, which digest unmethylated and methylated DNA, respectively.

After digestion, remaining DNA in each individual enzyme reaction was quantified by real-time PCR using primers flanking a promoter region of interest. Relative fractions of methylated and unmethylated DNA were quantitated by comparing the quantity of DNA in each digest to that of a mock digest (no enzymes added) using the ∆Ct method. The primer used in the methylation assay of WIF1 was purchased from Qiagen; other primers were designed based on 600 bp of the proximal promoter sequence 5’-flanking the first exon of the gene of interest. As a first step, the MethPrimer program (http://www.urogene.org/cgi-bin/methprimer/methprimer.cgi [16]) was used to identify a CpG island in the 600 bp promoter sequence; primers were then designed to surround the CpG island. In cases where primers designed using this approach were found to be unsatisfactory for the assay, additional primers were designed based on the 600 bp proximal promoter sequence (which might not cover the CpG island). Detailed information for primer design and CpG island location within the proximal promoter sequence are provided in Table B in S1 File (supporting information). Data are presented both as percent DNA methylation and the ratio of methylation in SCC versus matched normal tissue.

### Statistical analysis

Continuous data were analyzed by Student’s t-test using GraphPad Software (GraphPad, San Diego, CA) and Microsoft Excel. Differences were considered to be significant at p < 0.05.

## Results

### Induction of Oral Cancers in F344 Rats by 4-NQO

Two separate oral cancer induction experiments (Table 1) were performed to generate tissues for molecular analysis. In these studies, drinking water administration of 4-NQO (20 ppm for 10 weeks) to F344 rats induced a range of premalignant and invasive malignant lesions (hyperplasia, squamous cell papilloma, and OSCC) in the tongue. Photomicrographs demonstrating the normal histology of the tongue (Panel A), a typical squamous cell papilloma (Panel B), and squamous cell carcinomas with invasion scores of +1 (Panel C), +2 (Panel D), and +3 (Panel E) are provided in Fig. 1.

**Table 1:** Oral cancer incidence and invasion score in male F344 rats treated with 4-NQO.

**Experiment Number**	**Number of Rats**	**Number (%) of Animals with Lesion / Number of Animals at Risk**				
		**Normal**	**Squamous Epithelial Hyperplasia**	**Squamous Cell Papilloma**	**Squamous Cell Carcinoma**	**Carcinoma Invasion Score**
1	30	0/30 (0)	3/30 (10)	2/30 (7)	25/30 (83)	
					1/30 (3)	+1 Invasion
					4/30 (13)	+2 Invasion
					20/30 (67)	+3 Invasion
2	28	0/28 (0)	3/28 (11)	4/28 (14)	21/28 (75)	
					2/28 (7)	+1 Invasion
					0/28 (0)	+2 Invasion
					19/28 (68)	+3 Invasion

**Figure 1:**
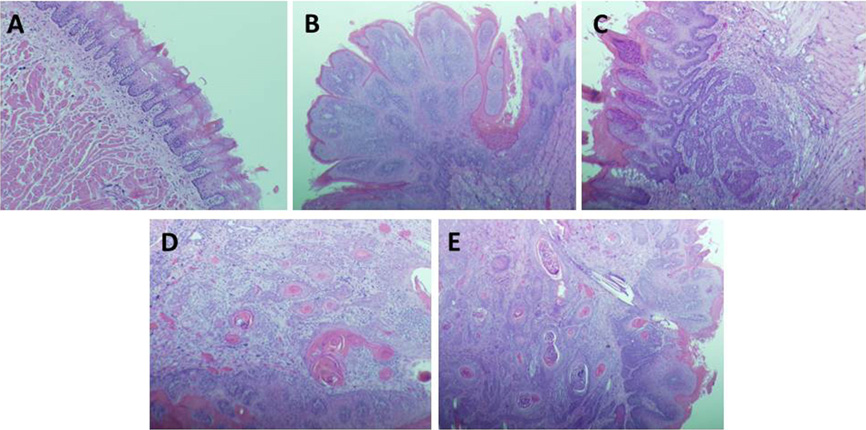
Histology of normal and neoplastic oral (tongue) epithelium in F344 rats treated with 4-NQO. A. Phenotypically normal oral epithelium in F344 rat treated with 4-NQO (H&E, x100). B. Non-invasive squamous cell papilloma (Score 0) induced by 4-NQO. The tumor is confined to the mucosal epithelium of the tongue (H&E, x40). C. Invasive OSCC (Score +1) induced by 4-NQO. The cancer extends through the mucosal epithelial basement membrane into the lamina propria (H&E, x100). D. Invasive OSCC (Score +2) induced by 4-NQO. The cancer extends into the upper muscle layers of the tongue (H&E, x100). E. Invasive OSCC (Score +3) induced by 4-NQO. The cancer demonstrates extensive invasion into the underlying muscle layers of the tongue (H&E, x40).

The induction of invasive OSCC by 4-NQO was highly reproducible: 83% and 75% of rats in the two experiments demonstrated invasive oral cancers at six months after the start of carcinogen administration (Table 1), and 67% and 68% of 4-NQO-treated rats in the two studies demonstrated highly invasive oral cancers (+3 invasion score). Oral cancer incidences and invasion scores seen in these two experiments are consistent with the results of previous studies performed in our laboratory using this model [14].

### Microarray Analyses of Oral Cancers induced in F344 Rats by 4-NQO

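Tongue tissue of 11 male F344 rats that had received 4-NQO at 20 ppm in the drinking water for 10 weeks was measured. Each rat gave 1 piece of OSCC and 1 piece of adjacent phenotypically normal tissue, 22 arrays in all. The deposited titles carry the word untreated on all 22 arrays, those of OSCC included, and the labels give the normal pieces no treatment, a 4-NQO dose of 0 ppm, whereas the paper and the deposited protocol take them from the tongues of the same treated rats, and the paper's description is used here. RNA from each piece was hybridized to a one-color Agilent Rat GE 4x44K v3 array, on which 42877 spots measure 30367 probes. The authors' Feature Extraction software subtracted the background of each spot and removed spatial trends, which gave a processed signal in arbitrary linear units with no scaling between arrays. Here, control spots and the 9196 spots that the software marked as outliers were left out, and the log2 processed signals of each probe's spots were averaged. Each array was then scaled to its 75th percentile, so that a log2 expression of 0 equals the 75th percentile of the array. This percentile ranged from 236.8 to 654.9 signal units in normal tissue (median 381.9) and from 338.7 to 1414 in OSCC (median 587.3). Between 48.42% and 56.13% of the probes were well above background on a normal array, and between 52.31% and 65.5% on an OSCC array. OSCC was compared with normal tissue within each rat by limma, with rat and tissue as terms and Benjamini-Hochberg adjustment over all probes. A probe was called when its adjusted p was below 0.05 and its mean change at least 2-fold. For a gene that was not well above background on any array of 1 tissue, the fold is given as a lower limit. The normal arrays lay on 3 slides and the OSCC arrays on 4 others. All 11 normal arrays and 2 OSCC arrays were scanned on 1 day and the other 9 OSCC arrays on another. Positions of probes are those of the rat genome assembly rn4, as the array annotation gives them. The number of arrays limits the precision of every value.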

Microarray analyses were performed on 11 matched tissue pairs from Experiment 1 to compare patterns of gene expression at the mRNA level in OSCC and adjacent phenotypically normal oral tissues. Using a fold-change cutoff value of 2.0 for differences in gene expression between normal and neoplastic oral tissues and a significance cutoff value of p < 0.05, 3538 genes were differentially expressed in OSCC versus adjacent, phenotypically normal oral tissues (S1 Fig., supporting information). Of these differentially expressed genes, 1735 genes were significantly up-regulated and 1803 genes were significantly down-regulated in OSCC.

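In the 11 pairs, limma called 4201 of the 30367 probes different between OSCC and adjacent normal tissue. With 1 probe for each gene symbol, 2826 genes were called. A paired Student's t-test on the same log2 values, with an unadjusted p below 0.05 and a 2-fold change, called 4248 probes. On linear values divided by the mean of each pair, the form that S1 Fig. describes, the same test and thresholds called 3723. The alternative that moved the count most was scan day as a further term, with which limma called 3 probes at the adjusted p and 9578 at an unadjusted p below 0.05 and 2-fold. The direction of change was kept with that term for 99.6% of the 4201 probes. Scan day and tissue differed together in 9 pairs, and only the pairs of animals 4 and 9 were scanned within 1 day. In the 9 pairs alone limma called 3415 probes, of which 96.6% changed in the same direction in the pair of animal 4 and 98.5% in that of animal 9. No slide held both tissues, so no comparison within a slide could be made.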

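Of the probes called by limma, 2083 were higher and 2118 lower in OSCC, so that 49.6% were higher. The median log2 difference of all 30367 probes, OSCC minus normal, was -0.24, and this shift depends on how arrays are scaled. It was -0.03 after quantile normalization, -0.44 with arrays scaled to their median, -0.15 with the 75th percentile taken over probes detected on every array, -0.08 after normexp background correction and -0.14 for the authors' scaled values. Of these 5 alternatives, scaling to the array median changed the split most, with 1541 of 4695 called probes (32.8%) higher in OSCC.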

Annotated genes demonstrating the largest fold changes in expression in OSCC induced by 4-NQO are listed in Table 2 (up-regulated genes) and Table 3 (down-regulated genes). 

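The 20 genes Vegp2, Vegp1, Bpifb1, Lipf, Mmp12, Bpifa1, LOC171161, Mzb1, Hp, Cxcl2, Lcn2, Ccl3, Prb1, Amy1a, Postn, Spp1, S100a9, Cxcl3, Klk6 and Bhlha15 had mean log2 expression between -5.98 and -0.04 in normal tissue (median -4.70) and between -0.92 and 5.74 in OSCC (median 1.70). On at most 5 of the 11 normal arrays 15 of them were well above background, and 7 of them, namely Bpifa1, LOC171161, Mzb1, Hp, Lcn2, Prb1 and Bhlha15, were so on none. The ratio of geometric means for the other 13 ranged from 27.5-fold (Spp1 and S100a9) to 824-fold (Vegp1). It takes signals below background as they are. Vegp1, for example, was well above background on only 2 of the 11 normal arrays. Where most normal signals were not well above background, the size of the ratio is uncertain. The lower limits for the 7 ranged from 7.87-fold (Bhlha15) to 88.5-fold (LOC171161). All 20 were called by limma, with adjusted p at or below 0.0055, and all 20 were called with p adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. With signals below background taken as they are, the change was upward in all 11 pairs for 12 genes and in at least 9 pairs for each of the others. Scan day as a term was the alternative that moved the number of called genes most, and with it limma called 0 of the 20 at the adjusted p and all 20 at an unadjusted p below 0.05 and 2-fold.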

Genes demonstrating the greatest up-regulation in OSCC were commonly characterized by very low expression in phenotypically normal oral tissues, and 25- to 75-fold overexpression in cancers (Table 2). Up-regulated genes in OSCC induced by 4-NQO include several lipocalins (*e.g.,* von Ebners gland proteins 1 and 2 (VEGP1 and VEGP2) and lipocalin2 (LCN2; neutrophil gelatinase-associated lipocalin (NGAL)). 

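Vegp2 (chromosome 3, probe at 4862703 to 4862762) had a mean log2 expression of 5.74 ± 3.77 in OSCC and -3.67 ± 1.92 in normal tissue (SD, n = 11). The difference was 9.41 (standard error 1.31, adjusted p = 0.00043 from limma), a 681-fold ratio, and single pairs ranged from 2.84 to 15.42. Vegp1 (chromosome 3, 4881854 to 4881913) had 4.94 ± 4.43 in OSCC and -4.74 ± 1.82 in normal tissue (SD, n = 11), a difference of 9.69 (standard error 1.4, adjusted p = 0.00051 from limma). On the normal arrays, Vegp2 was well above background in 4 rats and Vegp1 in 2. Lcn2 (chromosome 3, 11511592 to 11511651) was at least 12.3-fold higher in OSCC (adjusted p = 8e-05 from limma), with log2 expression of -0.28 ± 1.69 in OSCC (SD, n = 11), and was well above background on 10 OSCC arrays. Vegp2 and Vegp1 were higher in OSCC in all 11 pairs.

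**Figure D1:**
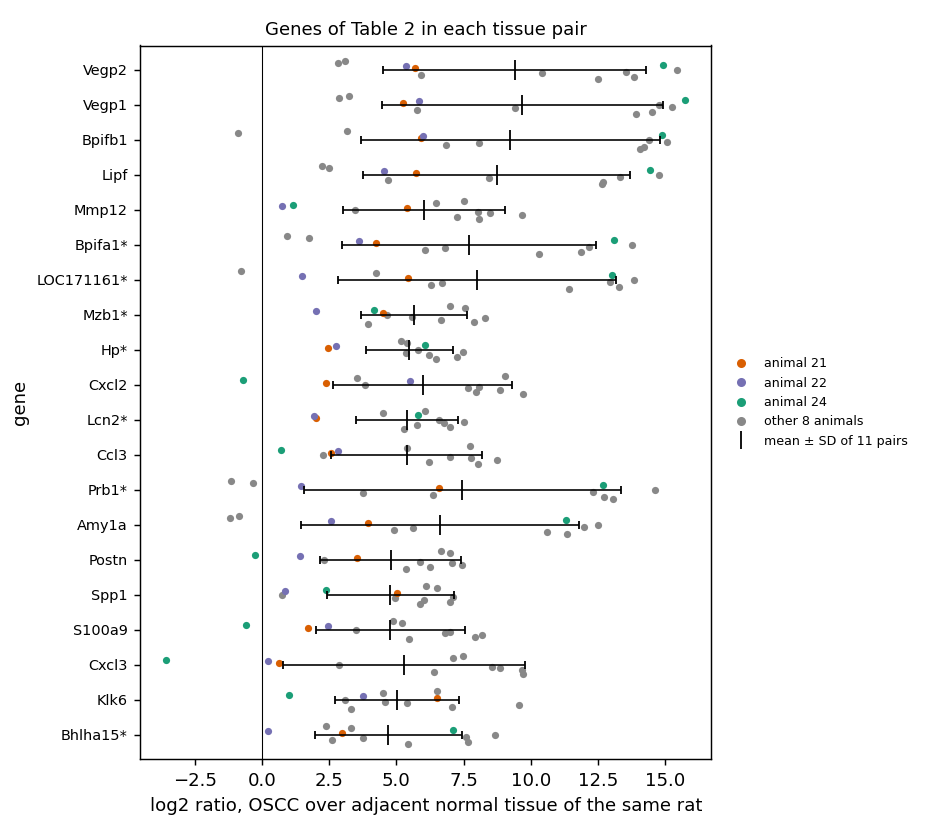
Log2 ratio of OSCC to adjacent normal tissue (x axis) in each of the 11 pairs for the 20 genes of Table 2. Each point is a pair, with animals 21, 22 and 24 in orange, purple and green and the other pairs in grey; the black tick and bar are the mean and SD of the 11 pairs, and an asterisk marks a gene not well above background on any normal array. Points of Vegp2 and Vegp1 lie to the right of 0 in all 11 pairs.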

LCN2 has also been demonstrated to be up-regulated in human OSCC [17] and in pancreatic, colon, skin, and breast cancers in humans [18–21]; knockdown of LCN2 inhibits the growth and invasiveness of prostate cancer cells [22]. On the basis of its overexpression in human cancers and apparent pro-inflammatory activity and stimulatory effects on tumor growth, LCN2 has been proposed as a therapeutic target for cancer [22, 23].

**Table 2:** Genes demonstrating the greatest up-regulation in OSCC versus adjacent normal oral tissues.

**Gene Symbol**	**Primary Accession**	**Gene Name**	**Normal (Mean ± SD)**	**OSCC (Mean ± SD)**	**Expression Ratio (OSCC/Normal)**	**p value**
Vegp2	NM_053574	von Ebners gland protein 2	0.03 ± 0.05	1.95 ± 0.19	76.17	4.04 × 10^-7^
Vegp1	NM_022945	von Ebners gland protein 1	0.03 ± 0.05	1.94 ± 0.09	74.67	4.57 × 10^-7^
Bpifb1	NM_001077680	BPI fold containing family B, member 1	0.03 ± 0.09	1.79 ± 0.58	67.59	3.59 × 10^-6^
Lipf	NM_017341	lipase, gastric	0.03 ± 0.08	1.92 ± 0.19	62.20	2.34 × 10^-6^
Mmp12	NM_053963	matrix metallopeptidase 12	0.04 ± 0.15	1.83 ± 0.30	51.66	1.55 × 10^-5^
Bpifa1	NM_172031	BPI fold containing family A, member 1	0.04 ± 0.14	1.85 ± 0.26	48.65	1.32 × 10^-5^
LOC171161	NM_133622	common salivary protein 1	0.04 ± 0.16	1.76 ± 0.54	48.63	1.72 × 10^-5^
Mzb1	NM_001024240	marginal zone B and B1 cell-specific protein	0.04 ± 0.08	1.92 ± 0.25	47.93	1.15 × 10^-6^
Hp	NM_012582	haptoglobin	0.04 ± 0.06	1.92 ± 0.26	45.00	3.07 × 10^-7^
Cxcl2	NM_053647	chemokine (C-X-C motif) ligand 2	0.04 ± 0.18	1.77 ± 0.52	44.97	2.58 × 10^-5^
Lcn2	NM_130741	lipocalin 2	0.05 ± 0.08	1.89 ± 0.23	41.88	1.38 × 10^-6^
Ccl3	NM_013025	chemokine (C-C motif) ligand 3	0.05 ± 0.21	1.81 ± 0.29	36.03	3.81 × 10^-5^
Prb1	NM_172065	proline-rich protein BstNI subfamily 1	0.05 ± 0.40	1.61 ± 0.67	31.84	1.92 × 10^-4^
Amy1a	NM_001010970	amylase, alpha 1A (salivary)	0.06 ± 0.38	1.60 ± 0.74	28.61	1.76 × 10^-4^
Postn	NM_001108550	periostin, osteoblast specific factor	0.06 ± 0.22	1.75 ± 0.42	27.64	4.01 × 10^-5^
Spp1	NM_012881	secreted phosphoprotein 1	0.07 ± 0.18	1.79 ± 0.31	26.72	1.75 × 10^-5^
S100a9	NM_053587	S100 calcium binding protein A9	0.07 ± 0.24	1.74 ± 0.48	26.08	5.04 × 10^-5^
Cxcl3	D87927	chemokine (C-X-C motif) ligand 3	0.05 ± 0.54	1.41 ± 1.25	26.06	4.31 × 10^-4^
Klk6	NM_019175	kallikrein related-peptidase 6	0.07 ± 0.18	1.75 ± 0.52	24.73	1.50 × 10^-5^
Bhlha15	NM_012863	basic helix-loop-helix family, member a15	0.07 ± 0.28	1.78 ± 0.50	24.48	7.50 × 10^-5^

Gene expression data are derived from raw intensity values normalized to the 75th percentile of each array, followed by calculation of mean expression in paired OSCC and phenotypically normal oral tissues; n = 11 tissue pairs). P values were calculated by paired Student’s t-test using GeneSpring software

**Table 3:** Genes demonstrating the greatest down-regulation in OSCC versus adjacent normal oral tissues.

**Gene Symbol**	**Primary Accession**	**Gene Name**	**Normal (Mean ± SD)**	**OSCC (Mean ± SD)**	**Expression Ratio (OSCC/Normal)**	**p value**
Krtap13-2	NM_001109325	keratin associated protein 13-2	1.60 ± 1.03	0.04 ± 0.21	0.02	3.40 × 10^-5^
Krt34	NM_001008758	keratin 34	1.53 ± 1.32	0.05 ± 0.19	0.03	2.47 × 10^-5^
Sbk2	NM_001127539	SH3-binding domain kinase family, mbr 2	1.80 ± 0.31	0.06 ± 0.20	0.03	3.29 × 10^-5^
Krtap4-3	XM_001081433	keratin associated protein 4-3	1.72 ± 0.70	0.06 ± 0.17	0.03	1.44 × 10^-5^
Krtap4-7	XM_002724553	keratin associated protein 4-7	1.75 ± 0.63	0.06 ± 0.14	0.03	5.70 × 10^-6^
Krt33b	NM_001008819	keratin 33B	1.51 ± 1.35	0.05 ± 0.20	0.03	2.62 × 10^-5^
Krt35	NM_001008820	keratin 35	1.72 ± 0.64	0.07 ± 0.19	0.04	2.09 × 10^-5^
Isl1	NM_017339	ISL LIM homeobox 1	1.87 ± 0.30	0.08 ± 0.10	0.04	5.24 × 10^-7^
Krtap1-3	ENSRNOT00000037980	keratin associated protein 1-3	1.66 ± 0.80	0.08 ± 0.22	0.05	2.74 × 10^-5^
Tlx1	NM_001109166	T-cell leukemia, homeobox 1	1.89 ± 0.19	0.09 ± 0.06	0.05	1.90 × 10^-8^
Krtap3-3l1	XM_003750924	keratin associated protein 3-3-like 1	1.63 ± 0.78	0.09 ± 0.27	0.05	5.91 × 10^-5^
Krtap2-4l	XM_003752376	keratin associated protein 2-4-like	1.66 ± 0.76	0.09 ± 0.23	0.05	2.89 × 10^-5^
Myh4	NM_019325	myosin, heavy chain 4, skeletal muscle	1.64 ± 0.51	0.10 ± 0.45	0.06	3.20 × 10^-4^
Krt33a	NM_001008757	keratin 33A	1.45 ± 1.35	0.09 ± 0.32	0.06	1.41 × 10^-4^
Krtap7-1	NM_001145002	keratin associated protein 7-1	1.66 ± 0.74	0.11 ± 0.19	0.07	9.48 × 10^-6^
Aox4	NM_001008523	aldehyde oxidase 4	1.78 ± 0.23	0.12 ± 0.24	0.07	3.60 × 10^-5^
Tmem179	NM_001126280	transmembrane protein 179	1.76 ± 0.29	0.12 ± 0.19	0.07	1.11 × 10^-5^
Dsg4	NM_199490	desmoglein 4	1.72 ± 0.44	0.12 ± 0.23	0.07	2.33 × 10^-5^
Krtap14l	ENSRNOT00000064058	keratin associated protein 14 like	1.42 ± 1.13	0.11 ± 0.47	0.08	5.19 × 10^-4^
Asb9	NM_001191913	ankyrin repeat and SOCS box-containing 9	1.83 ± 0.24	0.14 ± 0.10	0.08	4.94 × 10^-8^

Several chemokine ligands (chemokine (C-C motif) ligand 3 (CCL3), chemokine (C-X-C motif) ligand 2 (CXCL2), and chemokine (C-X-C motif) ligand 3 (CXCL3)) also demonstrated >25-fold overexpression in 4-NQO-induced oral cancers. In addition to these abundantly over-expressed chemokine ligands, numerous other chemokines and chemokine receptors were also significantly up-regulated in OSCC versus adjacent normal oral tissues (Table 4). 

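Ccl3 (chromosome 10, 71744611 to 71744670) was 42-fold higher in OSCC, a log2 difference of 5.39 (standard error 0.76, adjusted p = 0.00044 from limma), and rose in all 11 pairs. Cxcl2 (chromosome 14, 18677165 to 18677224) was 63.5-fold higher, with a log2 difference of 5.99 (standard error 0.90, adjusted p = 6e-04 from limma), and rose in 10 pairs. The probe annotated with the accession that the paper gives for CXCL3 (chromosome 14, 18786265 to 18786324) was 38.6-fold higher, with a log2 difference of 5.27 (standard error 1.21, adjusted p = 0.0055 from limma), and rose in 10 pairs. On normal arrays, Ccl3 and Cxcl2 were each well above background in 2 rats and this Cxcl3 probe in 1, while on OSCC arrays the numbers were 11, 11 and 8. Another probe, the one that carries the symbol Cxcl3, was well above background on 0 normal arrays and 1 OSCC array, with a log2 difference of -0.17 (adjusted p = 0.58 from limma), and the accession-based probe was chosen after the values of that probe were seen. In the pair of animal 24 Cxcl3 was lower in OSCC, by a log2 difference of -3.55.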

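Of the 22 genes of Table 4, 21 were higher and 1 was lower in OSCC, and limma called 19 higher and 1 lower. Ccl20 (log2 difference 0.82, adjusted p = 0.081, higher in 8 pairs) and Ccl17 (1.17, adjusted p = 0.084, higher in 8 pairs) were not called by limma. A second Ccl20 probe, well above background on 4 normal and 10 OSCC arrays, had 1.17 (adjusted p = 0.025 from limma). With p adjusted over the list alone 21 genes were called, which is not independent evidence because the list was chosen on these samples. For 18 genes with a measured ratio OSCC was higher by 1.77-fold (Ccl20) to 14.3-fold (Ccl9), Ccl11 was 4.11-fold lower, and for Ccl12, Cxcl17 and Cx3cr1, not well above background on any normal array, OSCC was at least 2.44-, 3.41- and 1.32-fold higher. Ccl6 (log2 difference 2.53, standard error 0.27, adjusted p = 0.00014 from limma) and Cxcr2 (2.95, standard error 0.56, adjusted p = 0.0019) rose in all 11 pairs. Among 54 chemokine ligand and receptor genes on the array, 24 were called higher and 1 lower, 29 were not called and 3 were not well above background on any array. The numbers called higher and lower were 24 and 1 after quantile normalization, 23 and 2 with the array median, 25 and 1 with the 75th percentile of detected probes, 17 and 1 after normexp correction and 24 and 1 for the authors' scaled values. The alternative that moved these counts most was scan day as a term, with which limma called 0 at the adjusted p, and 24 higher and 2 lower at an unadjusted p below 0.05 and 2-fold. Called members outside the paper's tables, named after their values were seen, were Cxcl6 (log2 difference 4.57, adjusted p = 0.0046), Ppbp (4.31, adjusted p = 0.018), Pf4 (1.49, adjusted p = 0.0026) and Ccl28 (at least 2.3-fold, adjusted p = 0.035 from limma), higher in 9, 10, 11 and 7 of the 11 pairs. Cxcl6 and Ppbp were each well above background on 1 normal and 7 OSCC arrays.

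**Figure D2:**
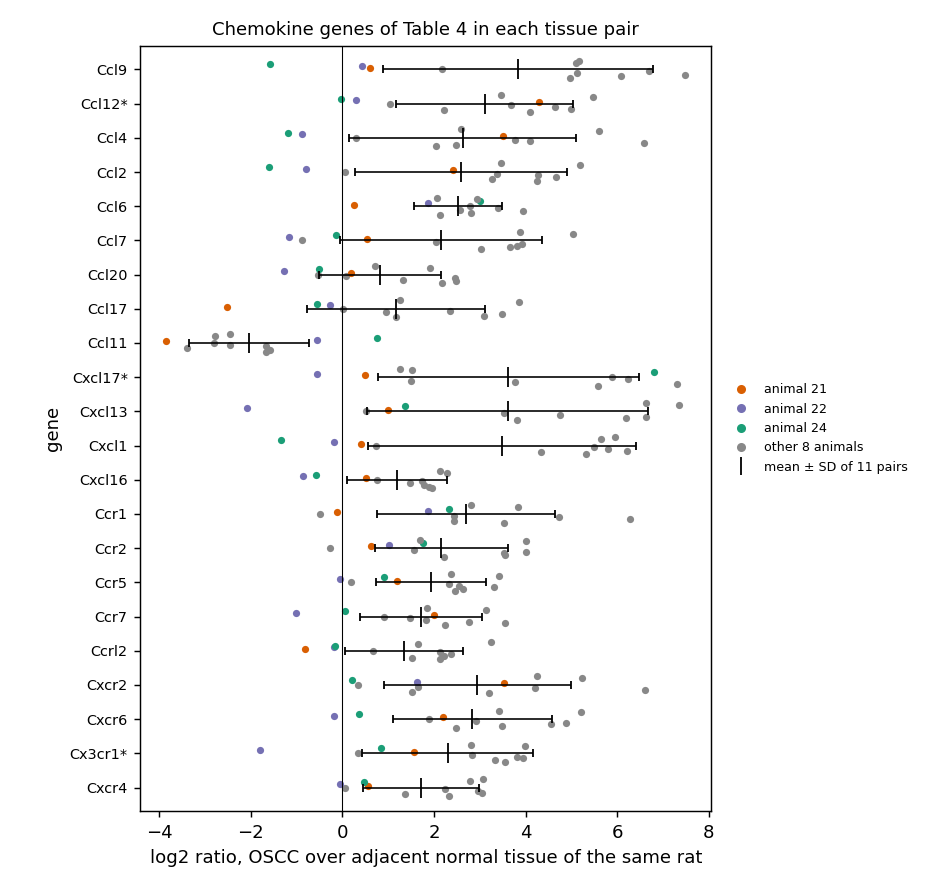
Log2 ratio of OSCC to adjacent normal tissue (x axis) in each of the 11 pairs for the chemokine genes of Table 4. Each point is a pair, with animals 21, 22 and 24 in orange, purple and green and the other pairs in grey; the black tick and bar are the mean and SD of the 11 pairs, and an asterisk marks a gene not well above background on any array of 1 tissue. All means but that of Ccl11 lie to the right of 0.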

The only exception to this pattern of differential expression was the apparent down-regulation of CCL11 in OSCC (Table 4). 

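Ccl11 (chromosome 10, 70283679 to 70283738) had a log2 expression of 0.17 ± 1.28 in OSCC and 2.21 ± 0.48 in normal tissue (SD, n = 11). The log2 difference of -2.04 (standard error 0.36, adjusted p = 0.0013 from limma) is a 4.11-fold lower level in OSCC, and it was negative in 10 of 11 pairs. It was well above background on every array of both tissues.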

Increased production of chemokine ligands may contribute to the development of human OSCC [24, 25] and other malignancies [26, 27] through proinflammatory and other immunomodulatory mechanisms. Chemokines have also been proposed to be druggable targets for cancer therapy [28, 29].

**Table 4:** Comparative expression of chemokine ligands and receptors in OSCC and adjacent normal oral tissues.

**Gene Symbol**	**Primary Accession**	**Gene Name**	**Normal (Mean ± SD)**	**OSCC (Mean ± SD)**	**Expression Ratio (OSCC/Normal)**	**p value**
Ccl9	NM_001012357	chemokine (C-C motif) ligand 9	0.11 ± 0.43	1.55 ± 0.69	14.33	3.21 × 10^-4^
Ccl12	NM_001105822	chemokine (C-C motif) ligand 12	0.19 ± 0.29	1.63 ± 0.48	8.63	5.74 × 10^-5^
Ccl4	NM_053858	chemokine (C-C motif) ligand 4	0.23 ± 0.53	1.44 ± 0.64	6.19	1.09 × 10^-3^
Ccl2	NM_031530	chemokine (C-C motif) ligand 2	0.24 ± 0.40	1.43 ± 0.71	6.03	3.73 × 10^-4^
Ccl6	NM_001004202	chemokine (C-C motif) ligand 6	0.29 ± 0.16	1.66 ± 0.25	5.787	2.66 × 10^-7^
Ccl7	NM_001007612	chemokine (C-C motif) ligand 7	0.31 ± 0.49	1.37 ± 0.62	4.47	1.20 × 10^-3^
Ccl20	NM_019233	chemokine (C-C motif) ligand 20	0.57 ± 0.38	1.28 ± 0.43	2.26	1.35 × 10^-3^
Ccl17	NM_057151	chemokine (C-C motif) ligand 17	0.52 ± 0.55	1.17 ± 0.68	2.25	1.73 × 10^-2^
Ccl11	NM_019205	chemokine (C-C motif) ligand 11	1.51 ± 0.41	0.37 ± 0.27	0.24	1.64 × 10^-5^
Cxcl17	NM_001107491	chemokine (C-X-C motif) ligand 17	0.13 ± 0.13	1.59 ± 0.61	12.29	6.53 × 10^-4^
Cxcl13	NM_001017496	chemokine (C-X-C motif) ligand 13	0.12 ± 0.54	1.50 ± 0.78	12.24	6.54 × 10^-4^
Cxcl1	NM_030845	chemokine (C-X-C motif) ligand 1	0.14 ± 0.48	1.50 ± 0.65	10.64	5.38 × 10^-4^
Cxcl16	NM_001017478	chemokine (C-X-C motif) ligand 16	0.58 ± 0.28	1.31 ± 0.40	2.28	1.20 × 10^-4^
Ccr1	NM_020542	chemokine (C-C motif) receptor 1	0.24 ± 0.37	1.56 ± 0.46	6.49	1.88 × 10^-4^
Ccr2	NM_021866	chemokine (C-C motif) receptor 2	0.34 ± 0.32	1.52 ± 0.35	4.46	7.15 × 10^-5^
Ccr5	NM_053960	chemokine (C-C motif) receptor 5	0.39 ± 0.27	1.50 ± 0.33	3.83	1.56 × 10^-5^
Ccr7	NM_199489	chemokine (C-C motif) receptor 7	0.43 ± 0.31	1.42 ± 0.44	3.28	6.85 × 10^-5^
Ccrl2	NM_001108191	chemokine (C-C motif) receptor-like 2	0.52 ± 0.34	1.33 ± 0.41	2.55	3.44 × 10^-4^
Cxcr2	NM_017183	chemokine (C-X-C motif) receptor 2	0.21 ± 0.39	1.61 ± 0.35	7.71	2.31 × 10^-4^
Cxcr6	NM_001102587	chemokine (C-X-C motif) receptor 6	0.23 ± 0.29	1.62 ± 1.62	7.16	4.75 × 10^-5^
Cx3cr1	NM_133534	chemokine (C-X3-C motif) receptor 1	0.30 ± 0.33	1.46 ± 1.46	4.92	9.86 × 10^-5^
Cxcr4	NM_022205	chemokine (C-X-C motif) receptor 4	0.44 ± 0.31	1.44 ± 0.34	3.29	7.04 × 10^-5^

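Lipf, the gastric lipase gene (chromosome 1, 237856462 to 237856521), had a log2 expression of 5.22 ± 4.35 in OSCC and -3.51 ± 1.53 in normal tissue (SD, n = 11), a difference of 8.73 (standard error 1.33, adjusted p = 0.00064 from limma) in the same direction in all 11 pairs. Amy1a, an amylase gene (chromosome 2, 209553111 to 209553263), was 98.1-fold higher in OSCC, with 3.51 ± 5.04 against -3.11 ± 0.63 (SD, n = 11; adjusted p = 0.0034 from limma). Its log2 ratio ranged from -1.19 to 12.51 between pairs and was positive in 9. Klk6 (chromosome 1, 94261274 to 94261333) was 32.7-fold higher, with 1.49 ± 2.54 in OSCC and -3.55 ± 1.79 in normal tissue (SD, n = 11; adjusted p = 0.00026 from limma), and its log2 ratio lay between 1.02 and 9.55 in every pair. On normal arrays Lipf, Amy1a and Klk6 were well above background in 3, 9 and 6 rats.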

Other highly up-regulated genes in OSCC include digestive enzymes (gastric lipase and α-amylase) and the serine protease, kallikrein related peptidase 6 (KLK6). In consideration of their central roles in normal digestion, neither gastric lipase nor α-amylase presents a suitable target for pharmacologic intervention. By contrast, as a result of its upregulation in human colon cancer [30], gastric cancer [31], ovarian cancer [32] and melanoma [33], KLK6 has been identified as a potential target for pharmacologic intervention, as well as a prognostic indicator for disease progression and survival [34, 35].

Of the 20 genes demonstrating the greatest down-regulation in OSCC induced by 4-NQO, twelve were keratins or keratin-associated proteins (Table 3). These data provide clear evidence of altered patterns of epithelial differentiation within OSCC. In addition to the twelve very highly down-regulated genes for keratins and keratin-associated proteins, genes for more than twenty additional keratins or keratin-associated proteins demonstrated more than two-fold differential expression in NQO-induced OSCC (Table 5). 

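Of the 20 genes of Table 3, 16 were found on the array by accession or symbol, and Krtap4-7, Krtap3-3l1, Krtap2-4l and Tmem179 were not. All 16 were lower in OSCC and called by limma, with adjusted p at or below 0.0078 and log2 differences from -5.53 (Krt34) to -2.72 (Krtap1-3), and 5 of them fell in all 11 pairs. With p adjusted over the list alone 16 were called, which is not independent evidence because the list was chosen on these samples. Their median log2 expression was 1.06 in normal tissue and -3.47 in OSCC. Isl1, Dsg4 and Asb9, not well above background on any OSCC array, were at least 6.05-, 3.41- and 4.41-fold lower. Krt34 (chromosome 10, 88974028 to 88974087) had 1.30 ± 2.06 in normal tissue and -4.23 ± 2.91 in OSCC (SD, n = 11; adjusted p = 0.002 from limma). Krtap13-2 (chromosome 11, 28613077 to 28613136) differed by -4.84 (standard error 1.03, adjusted p = 0.0036 from limma). Both genes fell in 10 pairs and rose in that of animal 22, by 3.47 and 2.90 on the log2 scale. Called genes were also ranked by fold change, with 1 probe for each gene symbol on the array. Of the 20 with the largest falls, 11 were named as keratin or keratin-associated protein genes. In Table 3 were 14 of them, with the fold only bounded for Isl1 and Dsg4. Krtap1-1 of Table 5, called with a log2 difference of -4.52, was not among the genes ranked, though Isl1 (-4.51) was. Scan day as a term moved the count of Table 3 most of the alternatives, and with it limma called 1 gene at the adjusted p and 13 lower at an unadjusted p below 0.05 and 2-fold.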

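Of the 19 genes of Table 5, limma called 7 higher and 7 lower in OSCC. The 5 not called were Krt16 (log2 difference 2.28, adjusted p = 0.065), Krt1 (1.69, 0.083), Krt19 (1.24, 0.082), Krt24 (-1.75, 0.073) and Krt31 (-1.99, 0.076 from limma), with changes in the stated direction in 10, 9, 7, 8 and 8 of the 11 pairs. With p adjusted over the list alone all 19 were called, which is not independent evidence because the list was chosen on these samples. Krt8 (chromosome 7, 140716967 to 140717949) rose in all 11 pairs, from -4.67 ± 0.67 in normal tissue to -0.35 ± 2.20 in OSCC (SD, n = 11; adjusted p = 0.00027 from limma), and was well above background on 2 normal arrays. Krt18, not well above background on any normal array, was at least 13.1-fold higher. Krt15 (chromosome 10, 89072179 to 89072238) fell in all 11 pairs, from 6.18 ± 0.38 to 3.64 ± 0.75 (SD, n = 11; adjusted p = 7e-05 from limma). With each pair left out in turn, Krt10 (log2 difference 1.66, adjusted p = 0.035 from limma) lost its call 7 times in 11, as without animal 11 (1.46), Krt83 (-2.51, adjusted p = 0.033) 8 times and Krt85 (-2.65, adjusted p = 0.039) 9 times, as without animal 4 (-2.47 and -2.62). None of these 3 was called with slide as a random block (1.60, -2.56 and -2.71) or by the paired t-test with adjustment (adjusted p = 0.06, 0.058 and 0.066). Among 58 keratin and keratin-associated protein genes that the array annotation names as such, limma called 8 higher and 19 lower, 31 were not called and 11 were not well above background on any array. The numbers called higher and lower were 7 and 19 after quantile normalization, 8 and 27 with the array median, 8 and 19 with the 75th percentile of detected probes, 6 and 15 after normexp correction and 8 and 19 for the authors' scaled values. The alternative that moved these counts most was scan day as a term, with which limma called 0 at the adjusted p, and 4 higher and 27 lower at an unadjusted p below 0.05 and 2-fold. Of the called members, 1 higher and 7 lower were outside the paper's tables.

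**Figure D3:**
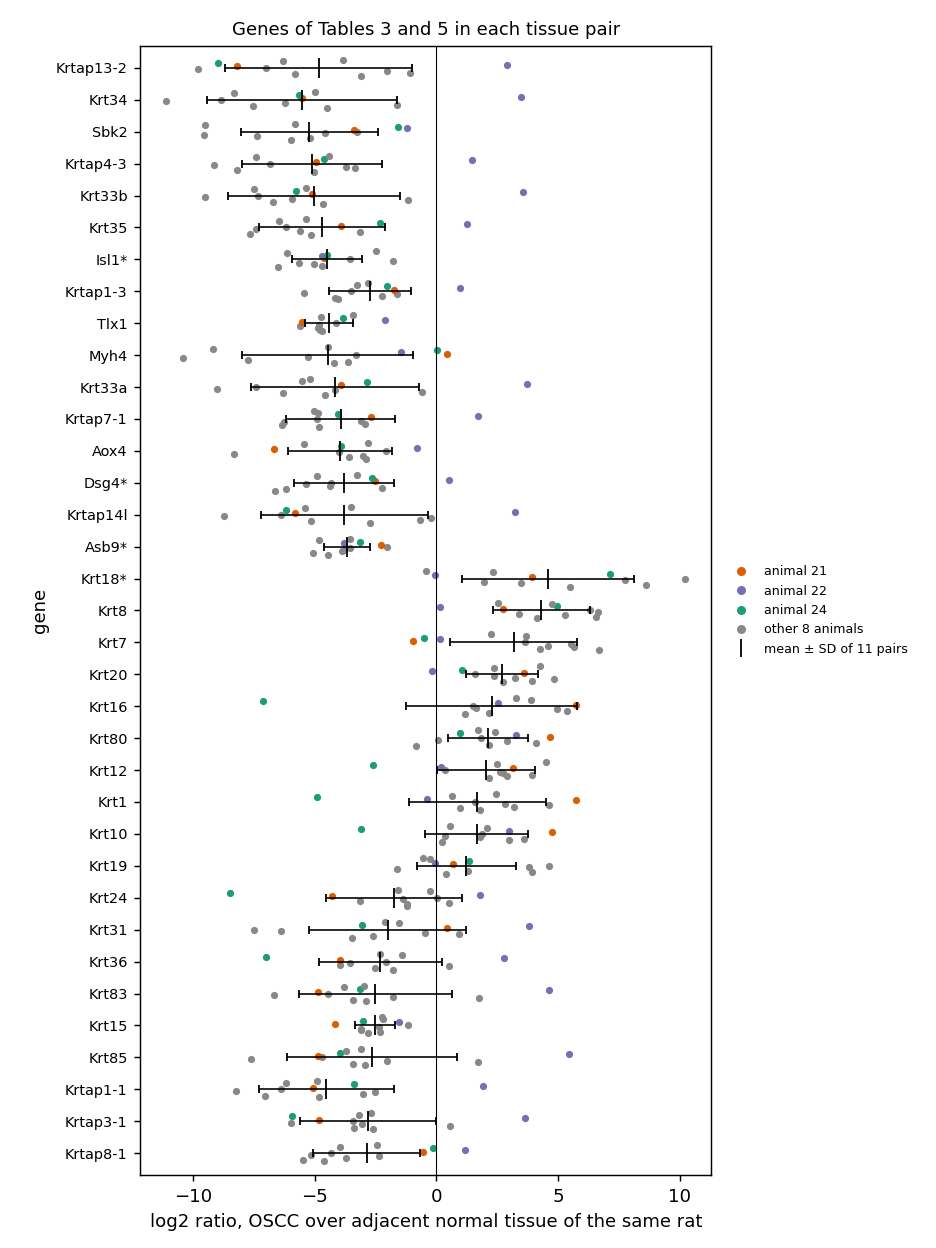
Log2 ratio of OSCC to adjacent normal tissue (x axis) in each of the 11 pairs for the genes of Tables 3 and 5. Each point is a pair, with animals 21, 22 and 24 in orange, purple and green and the other pairs in grey; the black tick and bar are the mean and SD of the 11 pairs, and an asterisk marks a gene not well above background on any array of 1 tissue. Purple points, animal 22, lie to the right of 0 for Krt34 and Krtap13-2.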

Alterations in keratin profiles have been reported in OSCC in several species, including humans [36–38], and as such have significant potential as biomarkers of oral neoplasia.

**Table 5:** Differentially expressed keratins and keratin-associated proteins in OSCC versus adjacent normal oral tissues.

**Gene Symbol**	**Primary Accession**	**Gene Name**	**Normal (Mean ± SD)**	**OSCC (Mean ± SD)**	**Expression Ratio (OSCC/Normal)**	**p value**
Krt18	NM_053976	keratin 18	0.09 ± 0.49	1.64 ± 0.55	19.10	3.67 × 10^-4^
Krt8	NM_199370	keratin 8	0.10 ± 0.17	1.79 ± 0.33	18.72	8.38 × 10^-6^
Krt7	XM_003750407	keratin 7	0.10 ± 0.28	1.66 ± 0.52	16.70	7.49 × 10^-5^
Krt20	NM_173128	keratin 20	0.25 ± 0.25	1.63 ± 0.35	6.55	1.48 × 10^-5^
Krt16	NM_001008752	keratin 16	0.23 ± 0.43	1.11 ± 2.96	4.86	1.22 × 10^-2^
Krt80	NM_001008815	keratin 80	0.34 ± 0.36	1.48 ± 0.46	4.33	1.71 × 10^-4^
Krt12	NM_001008761	keratin 12	0.33 ± 0.37	1.37 ± 0.83	4.12	3.63 × 10^-4^
Krt1	NM_001008802	keratin 1	0.35 ± 0.60	1.14 ± 1.44	3.23	1.88 × 10^-2^
Krt10	NM_001008804	keratin 10	0.40 ± 0.47	1.27 ± 0.89	3.15	3.35 × 10^-3^
Krt19	NM_199498	keratin 19	0.50 ± 0.70	1.19 ± 0.52	2.37	2.41 × 10^-2^
Krt24	NM_001004131	keratin 24	1.25 ± 0.57	0.39 ± 1.06	0.31	2.67 × 10^-2^
Krt31	NM_001008817	keratin 31	1.15 ± 1.09	0.29 ± 1.06	0.25	2.38 × 10^-2^
Krt36	NM_001008759	keratin 36	1.35 ± 0.90	0.27 ± 0.56	0.20	2.20 × 10^-3^
Krt83	NM_001101675	keratin 83	1.20 ± 1.58	0.21 ± 0.46	0.18	2.60 × 10^-3^
Krt15	NM_001004022	keratin 15	1.68 ± 0.17	0.29 ± 0.15	0.17	1.62 × 10^-7^
Krt85	NM_001008811	keratin 85	1.16 ± 1.94	0.18 ± 0.50	0.16	3.93 × 10^-3^
Krtap1-1	ENSRNOT00000041345	keratin associated protein 1-1	1.59 ± 0.49	0.24 ± 0.28	0.15	3.01 × 10^-5^
Krtap3-1	ENSRNOT00000016752	keratin associated protein 3-1	1.36 ± 1.23	0.19 ± 0.39	0.14	4.93 × 10^-4^
Krtap8-1	ENSRNOT00000064583	keratin associated protein 8-1	1.53 ± 0.58	0.21 ± 0.38	0.14	2.13 × 10^-4^

It should be noted that some variability in patterns of gene expression was seen in both normal oral tissues and in OSCC from several animals (*e.g*., animal numbers 21, 22 and 24; S1 Fig.). 

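For each pair, the log2 differences of all probes were compared with their mean in the other 10 pairs by a correlation across probes, which are not independent replicates. The correlation was 0.47 for animal 21, 0.21 for animal 22 and 0.26 for animal 24. For the other 8 pairs it ranged from 0.47 (animal 17) to 0.84 (animal 9), with a median of 0.775. The slope of the pair's differences on that mean was 0.51, 0.16 and 0.32 for animals 21, 22 and 24, and from 0.61 to 1.39 for the others. Among the 11 normal arrays, the root mean square log2 difference from the mean of the other normal arrays was 0.36 to 0.54, with a median of 0.46. Among the 11 OSCC arrays, the same distance from the mean of the other OSCC arrays was 0.51 to 1.15, with a median of 0.75. With the pairs of animals 21, 22 and 24 left out, limma called 6924 probes, of which 2639 were higher and 4285 lower in OSCC. The normexp background correction moved the correlations most, to 0.21 for animal 4, 0.33 for animal 9 and 0.10 for animal 17.

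**Figure D4:**
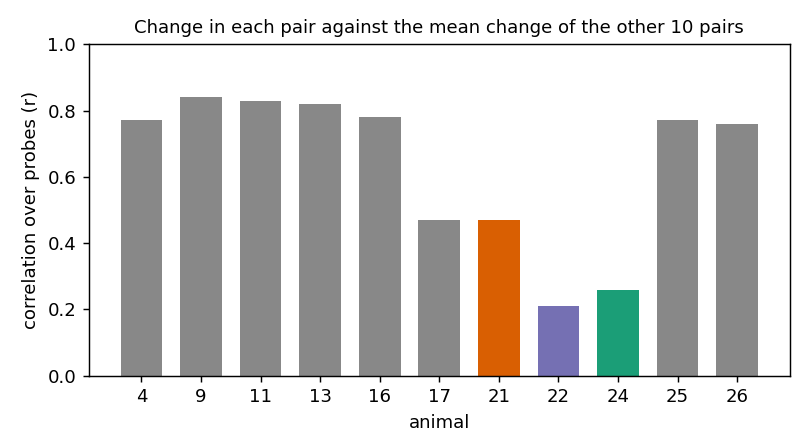
Correlation across probes (y axis, Pearson r, from 0) of each pair's log2 difference with the mean of the other 10 pairs, 1 bar for each animal. The bars of animals 22 and 24 are the lowest, at 0.21 and 0.26.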

A possible reason for the observed heterogeneity in gene expression profiles in phenotypically normal tissues is the presence of cells that are grossly and microscopically normal, yet demonstrate genetic damage or dysregulated gene expression in response to 4-NQO; these cells might be expected to progress to neoplasia with additional time. The observed heterogeneity in gene expression profiles in OSCC induced by 4-NQO could also reflect the induction of neoplasia through different molecular pathways in different animals.

### Microarray and qRT-PCR Analyses of COX-Related Genes in Oral Cancers

We have previously reported that COX-2 is significantly overexpressed in OSCC induced in rats by 4-NQO, and that oral carcinogenesis in this model can be inhibited by both selective COX-2 inhibitors (*e.g.,* celecoxib) and nonselective COX inhibitors (*e.g*., piroxicam and naproxen) [14]. 

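The 76 genes of arachidonic acid metabolism, listed from general knowledge of the pathway, were tested as a set, and 73 of them were on the array. Their log2 differences, OSCC minus normal, had a mean of 0.06 and a median of -0.14, and the median lay 0.08 above that of all genes. By camera, a set test within limma with a preset correlation of 0.01 between genes, the set was ranked upward with p = 0.29 (two-sided). With the correlation estimated from the data (0.0471) p was 0.52, and by fry, a rotation test, the direction was down with p = 0.84, so the direction differs between the mean, the median and the tests and no directional call held under any of the 3 tests. Fry's test for change in either direction gave p = 1.5e-05. Scan day as a term moved the camera p most (0.62), and over all alternatives it ranged from 0.15 to 0.62. Of the 73 genes, limma called 9 higher and 6 lower, and 15 with p adjusted over the list alone. Called higher were Ggt1 (log2 difference 4.12), Ptgs2, Pla2g4e (2.42), Pla2g4b (1.74), Tbxas1 (1.59), Gpx3 (1.37), Alox12b (1.30), Gpx7 (1.23) and Pla2g4a (1.03), and called lower were Ptgds (-1.59), Pla2g12a (-1.27), Ephx2 (-1.24), Ptgis (-1.22), Cyp2c11 (-1.10) and Pla2g5 (-1.05).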

Consistent with our previous results, KEGG pathway and gene ontology analyses of microarray data from tissues generated in Experiment 1 identified arachidonic acid metabolism as a significantly altered pathway in rat OSCC. To further investigate the expression of COX-1 (PTGS1), COX-2 (PTGS2), and COX-related genes in rat oral cancers, a list of COX-related genes was generated using Ingenuity software (http://www.ingenuity.com); integration of this gene list with microarray data from Experiment 1 identified a series of COX-related genes that are up-regulated in rat oral cancers induced by 4-NQO (Table 6). 

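Of the 10 genes of Table 6, limma called 8 higher in OSCC, with the same number when p was adjusted over the list alone, which is not independent evidence because the list was chosen with these samples. Interleukin 1 beta (chromosome 3, 116964465 to 116964524) was 17.9-fold higher, with 1.61 ± 2.30 in OSCC and -2.55 ± 0.97 in normal tissue (SD, n = 11; adjusted p = 0.0013 from limma), and rose in 10 pairs. MMP9 (chromosome 3, 155992463 to 155992522) had a log2 difference of 3.78 (standard error 0.95, adjusted p = 0.0087 from limma) and was well above background on 1 normal and 8 OSCC arrays. NOS2 and PTGER4, not well above background on any normal array, were at least 1.97- and 1.5-fold higher, and the direction of PTGER4 was reversed after normexp correction (-0.03). PTGS1 (chromosome 3, 15365115 to 15365174) had a log2 difference of 0.80 (standard error 0.32, adjusted p = 0.059 from limma) and rose in 8 pairs. A second PTGS1 probe, well above background on all 11 normal and 11 OSCC arrays, had 1.30 (adjusted p = 0.0085 from limma). For VEGFα, the probe with the paper's accession or symbol and the highest signal had a log2 difference of -0.75 (standard error 0.15, adjusted p = 0.0023) and fell in 9 pairs, while 3 other probes of the gene had 0.30 (adjusted p = 0.054), -0.20 (adjusted p = 0.31) and 1.14 (adjusted p = 0.00086 from limma). The alternative that moved the count most was scan day as a term, with which limma called 0 at the adjusted p and 5 higher at an unadjusted p below 0.05 and 2-fold.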

From this list, 5 genes (PTGS2, MMP9, NOS2, VEGFα, and IL1β) were selected for confirmation by qRT-PCR using a different set of tissue samples (8 tissue pairs from Experiment 2). qRT-PCR analysis of these 8 tissue pairs confirmed the upregulation of all selected genes in OSCC (S2 Fig., supporting information). In addition to the five COX-related genes, upregulation of three additional matrix metalloproteases (MMP10, MMP12, and MMP13; data not shown) and TGFα (S2 Fig.) in OSCC were also confirmed by qRT-PCR.

**Table 6:** Overexpression of COX (PTGS1 and PTGS2) and COX-related genes in OSCC versus adjacent normal oral tissues.

**Gene Symbol**	**Primary Accession**	**Gene Name**	**Normal (Mean ± SD)**	**OSCC (Mean ± SD)**	**Expression Ratio (OSCC/Normal)**	**P value**
PTGS1	NM_017043	Prostaglandin-endoperoxide synthase 1	0.54 ± 0.31	1.34 ± 0.39	2.47	1.63 × 10^-4^
PTGS2	NM_017232	Prostaglandin-endoperoxide synthase 2	0.35 ± 0.43	1.65 ± 0.43	12.28	3.86 × 10^-4^
**Genes Regulated by PGST2**						
MMP9	XM_0301055	Matrix metallopeptidase 9	0.11 ± 0.52	1.37 ± 1.26	12.96	7.43 × 10^-4^
BCL2α	NM_133416	BCL2-related protein A1	0.25 ± 0.39	1.49 ± 0.56	6.00	2.59 × 10^-4^
NOS2	NM_012611	Nitric oxide synthase 2, inducible	0.32 ± 0.44	1.44 ± 0.50	4.46	6.08 × 10^-4^
TNF	NM_012675	Tumor necrosis factor	0.50 ± 0.46	1.50 ± 0.46	4.32	5.48 × 10^-4^
PTGER4	NM_032076	Prostaglandin E receptor 4 (subtype EP4)	0.58 ± 0.19	1.42 ± 0.19	2.54	2.41 × 10^-6^
VEGFα	XM_001110334	Vascular endothelial growth factor A	0.64 ± 0.18	1.36 ± 0.18	2.20	8.00 × 10^-7^
**Genes Regulating PGST2**						
IL1β	NM_031512	Interleukin 1 β	0.09 ± 0.34	1.67 ± 0.51	17.71	1.42 × 10^-6^
IL1α	NM_017019	Interleukin 1 α	0.15 ± 0.28	1.68 ± 0.53	11.25	5.16 × 10^-5^
TNF	NM_012675	Tumor necrosis factor	0.50 ± 0.46	1.50 ± 0.46	4.32	5.48 × 10^-4^

### Methylation Analysis of PTGS2 proximal promoter

As discussed above (and confirming our previous findings), microarray analysis of PTGS2 expression in eleven tissue pairs from Experiment 1 and qRT-PCR analysis of PTGS2 expression in eight tissue pairs from Experiment 2 demonstrated that PTGS2 expression is upregulated by more than 10-fold in OSCC when compared to adjacent phenotypically normal tissues. 

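PTGS2 (chromosome 13, 64432919 to 64432978) was well above background on 0 of 11 normal and 7 of 11 OSCC arrays. Its log2 expression in OSCC was -2.22 ± 2.89 (SD, n = 11), at least 3.2-fold above the normal tissue (adjusted p = 0.0028 from limma). With each signal raised to the background limit of its pair, a step chosen after seeing the data, the log2 ratio was 0 in animals 17, 21, 22 and 24 and lay between 2.22 (animal 16) and 4.85 (animal 11) in the other 7. Pairs of Experiment 2 are not analysed here.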

To determine whether the upregulation of PTGS2 in oral cancers is the result of its hypomethylation, studies were performed to characterize the methylation status of the PTGS2 proximal promoter in the eight pairs of tumor and normal oral tissue samples from Experiment 2.

Initially, the 600 bp 5’ flanking sequence of the transcription start site of PTGS2 was analyzed using MethPrimer to identify potential CpG islands for analysis. One CpG island (from 345 bp to 494 bp of the sequence) was identified, and three pairs of primers (P1, P2, and P3) were designed to cover this CpG island (S3 Fig., supporting information). In addition, a fourth pair of primers (P4) was designed to analyze the methylation status of non-CpG regions of the promoter. Assays using primers P1, P2, and P3 failed to generate meaningful data for methylation status of the CpG island region of the PTGS2 proximal promoter; however, methylation assays with primer P4 demonstrated that this non-CpG region was substantially hypomethylated in OSCC versus adjacent normal tissue (Table 7). DNA from normal oral tissues demonstrated a mean of 18.9% methylation in the PTGS2 promoter, as compared to 2.16% methylated DNA in this region in OSCC (p < 0.05). If hypomethylation is defined as a methylation ratio of < 0.5 in OSCC versus normal oral tissue, 5 of 8 DNA samples from OSCC were hypomethylated in the proximal promoter region of PTGS2.

**Table 7:** Methylation status of the proximal promoter of PTGS2 in OSCC versus adjacent normal oral tissues.

**Sample I.D.**	**% Methylation (OSCC)**	**% Methylation (Normal Tissue)**	**Methylation Ratio (OSCC/Normal)**
A	1.11	2.45	0.45
B	1.24	29.9	0.04
C	3.29	5.83	0.56
D	1.14	25.7	0.04
E	1.03	1.43	0.72
F	2.10	63.3	0.03
G	4.23	21.2	0.20
H	3.16	1.54	2.05
**Mean ± S.E.M.**	2.16* ± 0.39	**18.9 ± 7.55**	

*p < 0.05 in comparison to corresponding normal tissue

### Methylation Analysis of Proximal Promoter Regions of Tumor Suppressor Genes

Because hypomethylation of its proximal promoter is linked to the observed upregulation of PTGS2 in OSCC, we hypothesized that downregulation of tumor suppressor gene expression in OSCC may be related to hypermethylation of their proximal promoters. To test this hypothesis, methylation profiles were generated for five potential tumor suppressor genes that were found to be downregulated in OSCC induced by 4-NQO. Putative tumor suppressor genes were selected for analysis on the basis of microarray data from Experiment 1 and evaluation of literature data; the strategy described above for PTGS2 was used to determine the methylation profiles of the promoter regions of these genes.

Genes selected for analysis were cyclin A1 (CCNA1); Hras-like suppressor (HRASLS); DNA damage-inducible transcript 4-like (DDIT4L), Wnt inhibitory factor 1 (WIF1) and adenomatosis polyposis coli 2 (APC2). 

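DDIT4L (chromosome 3, 51880477 to 51880536) was 10.6-fold lower in OSCC, with a log2 difference of -3.40 (standard error 0.63, adjusted p = 0.0018 from limma). The differences were -2.10 (standard error 0.40, adjusted p = 0.002) for HRASLS, -1.94 (0.46, 0.0063) for CCNA1, -1.50 (0.30, 0.0024) for WIF1 and -1.05 (0.18, 0.0011 from limma) for APC2. APC2 (chromosome 7, 10903772 to 10903831) had a log2 expression of -1.92 ± 0.51 in OSCC and -0.87 ± 0.20 in normal tissue (SD, n = 11). A fall of at least 2-fold was seen in 9 of the 11 pairs for DDIT4L, in 8 for HRASLS, in 8 for CCNA1, in 7 for WIF1 and in 7 for APC2. The pairs without such a fall of HRASLS and CCNA1 were those of animals 21, 22 and 24. Skeletal muscle genes were higher in OSCC in these pairs (mean log2 change 1.54, 0.94 and 1.27) and lower in the other 8. WIF1 fell in the same pairs (-2.90, -1.51 and -2.91). Whether the falls of these genes follow muscle content was not tested. All 5 genes were called by limma, and all 5 with p adjusted over the list alone, which is not independent evidence because the genes were chosen with these samples. APC2 was not called when the pair of animal 13 (-0.97) or of animal 25 (-0.99) was left out, nor with the 75th percentile of detected probes (-0.96) or after normexp correction (-0.64), and a second APC2 probe, well above background on 1 normal and 2 OSCC arrays only, had a log2 difference of -0.21 (adjusted p = 0.40 from limma). Of the alternatives, scan day as a term moved the count most, and with it limma called 0 of the 5 at the adjusted p and 2 lower at an unadjusted p below 0.05 and 2-fold.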

All selected genes consistently demonstrated a minimum of 2-fold downregulation in the 11 sample pairs analyzed in Experiment 1 (p < 0.001; Table C in S1 File (supporting information)).

Methylation of CpG islands in the proximal promoter regions of CCNA1, HRASLS, DDIT4L and WIF1 was relatively low (mean methylation of <10% for all genes), and substantial interindividual variability was seen in the methylation of each gene. Increased methylation of the promoter region of HRASLA was identified in OSCC in four of eight tissue pairs (Table 8); however, neither this difference nor the small differences seen in promoter methylation of CCNA1, DDIT4L, or WIF1 in OSCC was significantly different from normal tissues at the 5% level of confidence.

**Table 8:** Methylation profiles of the proximal promoters (600 bp 5’flanking sequence) of CCNA1, HRASLS, DDIT4L, WIF1 and APC2 in OSCC versus adjacent normal oral tissues.

**Sample No.**	**CCNA1**			**HRASLS**			**DDIT4L**			**WIF1**			**APC2**		
	**M% (N)**	**M% (OSCC)**	**Ratio (OSCC/N)**	**M% (N)**	**M% (OSCC)**	**Ratio (OSCC/N)**	**M% (N)**	**M% (OSCC)**	**Ratio (OSCC/N)**	**M% (N)**	**M% (OSCC)**	**Ratio (OSCC/N)**	**M% (N)**	**M% (OSCC)**	**Ratio (OSCC/N)**
1	1.39	0.54	0.39	0.89	1.91	2.15	4.62	4.19	0.91	1.93	1.79	0.93	90.07	92.93	1.03
5	0.53	1.18	2.23	1.28	0.85	0.66	4.47	3.66	0.82	1.37	1.08	0.79	88.79	95.70	1.08
7	2.20	1.20	0.55	0.71	2.38	3.35	9.31	13.68	1.47	0.98	3.20	3.27	72.97	95.15	1.30
8	0.99	1.10	1.11	1.11	0.31	0.28	5.18	2.15	0.42	1.39	1.02	0.73	90.27	94.97	1.05
9	1.57	1.03	0.66	1.55	0.43	0.28	4.22	5.55	1.32	1.17	1.20	1.03	90.36	94.51	1.05
14	2.68	2.59	0.97	0.97	1.17	1.21	7.08	7.69	1.09	1.67	1.23	0.74	85.88	91.55	1.07
23	1.84	1.68	0.91	0.72	13.58	18.86	8.09	5.91	0.73	1.64	2.00	1.22	88.65	97.10	1.10
30	2.07	1.32	0.64	0.64	0.56	0.88	4.96	3.11	0.63	1.83	0.99	0.54	92.49	96.30	1.04
Mean	1.66	1.33	0.93	0.98	2.65	3.46	5.99	5.74	0.92	1.50	1.56	1.15	87.44	94.78**	1.09
SEM	0.24	0.21	0.20	0.11	1.58	2.23	0.68	1.29	0.12	0.12	0.27	0.31	2.171	0.64	0.03

M%, Methylation % N, normal OSCC, Oral Squamous Cell Carcinoma

**p<0.01 in comparison to corresponding normal control

No CpG islands were identified in the proximal promoter region of APC2; however, its first exon was highly methylated (87.4 ± 2.17%) in normal oral tissues. In OSCC, the first exon of APC2 was hypermethylated, demonstrating a mean methylation level of 94.8 ± 0.64% (p < 0.01 versus phenotypically normal oral tissue; Table 7). Although these data are clearly suggestive, the role of increased methylation in the first exon of APC2 as a mediator of the decreased expression of this gene in OSCC remains to be definitively demonstrated.

## Discussion

The overall goals of the present studies were to (a) identify potential molecular targets for oral cancer chemoprevention; (b) identify molecular signatures that may serve as biomarkers of oral carcinogenesis; and (c) explore the role of promoter methylation as a possible mechanism for the differential expression of selected genes in oral cancers.

Drinking water administration of 4-NQO provides a reproducible method to induce invasive OSCC in rats without the induction of systemic toxicity; the sequential changes in oral epithelial morphology in rats treated with 4-NQO resemble those reported during progression of OSCC in humans [12]. Although most oral cancer chemoprevention studies using the 4-NQO/rat model have been performed in F344 rats, the induction of OSCC in rats by 4-NQO has also been studied in a variety of other rat strains. In a study involving seven strains of rats (Dark-Agouti, Long-Evans, Sprague-Dawley, ACI/Ms, F344, Donryu, and Wistar/Furth), Kitano and colleagues reported substantial inter-strain differences in OSCC responses to 4-NQO; Dark-Agouti rats were the most sensitive to the induction of oral carcinogenesis by 4-NQO, while Wistar/Furth rats were the least sensitive [39].

Genes that demonstrate the greatest overexpression in OSCC induced by 4-NQO include lipocalins and chemokine ligands. Three lipocalins (VEGP1, VEGP2, and LCN2) were upregulated by > 25-fold in OSCC induced in rats by 4-NQO; LCN2 is also upregulated in human OSCC [17] and in several other human malignancies [18–21]. These data extend our previous findings with COX-2 by providing additional evidence of the molecular similarity between oral cancers induced in rats by 4-NQO and human oral cancers. Furthermore, when considered with the proproliferative, antiapoptotic, and proinflammatory effects of LCN2 [40], these data suggest that LCN2 and/or other lipocalins may provide useful targets for the design of novel agents for oral cancer chemoprevention. Of particular interest in this regard is the finding that LCN2 is upregulated in HPV-positive keratinocytes and cutaneous SCC [20]. Taken together, the observed upregulation of LCN2 in oral cancers and its apparent upregulation by HPV infection suggest that this gene may provide a mechanistically relevant target for the prevention of oral neoplasia induced by HPV. In this regard, the value of chemopreventive interventions targeting LCN2 may increase over time, as the fraction of oral cancers that are linked to HPV infection continues to increase [7, 41]. It must be noted, however, that although knockdown of LCN2 has been demonstrated to inhibit the proliferation of tumor cells *in vitro* [22], the feasibility of specific pharmacologic modulation of LCN2 expression *in vivo* with either small molecule therapeutics or biotherapeutic agents has not been demonstrated.

The chemokine ligands, CCL3, CXCL2, and CXCL3, were each overexpressed by > 25-fold in NQO-induced oral cancers. CCL3 is also overexpressed in human oral cancers [24], providing additional evidence of the molecular relevance of the 4-NQO rat oral cancer model to human oral malignancy. It has been proposed that chemokine ligands may support neoplastic development in the oral cavity through proinflammatory or immunomodulatory mechanisms [24, 25]; this hypothesis is supported by our studies demonstrating potent inhibition of oral carcinogenesis by non-steroidal anti-inflammatory agents [14]. Although its role in oral carcinogenesis has not been studied, CXCL2 has been reported be involved in destruction of bone by OSCC [42].

Recent evidence suggests that CCL2 and other chemokine ligands may present both molecularly relevant and pharmacologically feasible targets for the design of small molecule drugs or biotherapeutics. CCL2 was found to be upregulated by >6 fold in 4-NQO induced rat OSCC in the present studies, and has been proposed as a potential biomarker for the diagnosis of OSCC in humans [43]. 

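Ccl2 (chromosome 10, 70257919 to 70257978) was 6.04-fold higher in OSCC, with a log2 expression of 0.85 ± 1.73 against -1.74 ± 0.78 in normal tissue (SD, n = 11; adjusted p = 0.0073 from limma). It rose in 9 of the 11 pairs, at least 2-fold in 8, and was well above background on all 22 arrays.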

CCL2 has also been reported to be an important mediator of the enhancement of OSCC growth by cancer-associated fibroblasts [25]. CCL2 also appears to be a druggable molecular target, as data from a Phase 1 clinical trial of a monoclonal antibody targeting CCL2 were recently reported [29].

The serine protease, KLK6, is also overexpressed by more than 25-fold in rat oral cancers induced by 4-NQO. Although differential expression of KLK6 in human oral cancers has not been reported, KLK6 is significantly upregulated in cancers of the colon and several other sites in humans [30–33]. In addition, KLK6 has been identified as a marker of poor prognosis in colon and ovarian cancer patients [34, 35]. Natural and recombinant kallikrein inhibitors are cytotoxic to a wide range of human cancer cells *in vitro* [44, 45], but no data are available to demonstrate chemopreventive or chemotherapeutic efficacy *in vivo*. In this regard, protease inhibitors such as Bowman-Birk Inhibitor Complex (BBIC) have been demonstrated to inhibit carcinogenesis in a broad range of experimental models (reviewed in [46]), including the hamster cheek pouch model of oral neoplasia [47]. However, although data from early oral cancer chemoprevention trials with BBIC were promising [48, 49], a recent Phase IIb randomized trial of BBIC in patients with oral leukoplakia found no significant differences in response in patients treated with BBIC or placebo [50].

A major challenge to the prevention of oral cancer is the lack of validated biomarkers that can be used to monitor the progression of oral lesions from premalignant (*e.g*., leukoplakia) to invasive cancers. Because the 4-NQO/F344 rat oral carcinogenesis model recapitulates many of the histologic and molecular changes seen in human oral cancers, it provides a useful platform for the identification of biomarkers of oral cancer development and progression [12]. In the present study, twelve of the 20 genes demonstrating the greatest degree of down-regulation in OSCC induced by 4-NQO were keratins or keratin-associated proteins. Although the reduced expression of these genes most likely does not identify them as novel targets for oral cancer chemoprevention, these data do suggest that altered keratin profiles may provide a useful biomarker of oral malignancy.

While genes that demonstrate the greatest differential expression in oral cancers provide rational targets for the design of drugs for oral cancer chemoprevention, it is clear that oral carcinogenesis can also be inhibited by modulation of genes and pathways that do not demonstrate the very large fold-changes in expression seen with the lipocalins, chemokines, and KLK6. A prime example of such a target is PTGS2 (COX-2). We have previously reported (and have confirmed in the present studies; Table 6) that PTSG2 is upregulated by approximately 12 to 16-fold in OSCC induced by 4-NQO. Oral carcinogenesis in this model can be inhibited by non-toxic doses of either specific (celecoxib) or non-specific (piroxicam, naproxen, NO-naproxen) inhibitors of COX-2 [14].

Our methylation analyses demonstrate that PTGS2 is upregulated in oral cancers through an epigenetic mechanism involving hypomethylation of the PTGS2 proximal promoter; interestingly, significant hypomethylation was seen outside of the CpG island region of the promoter. Altered methylation of the PTGS2 promoter has been reported to regulate PTGS2 expression in a number of organ sites and in response to stimuli as varied as cigarette smoke and pharmacologic agents [51–53]. The site of altered methylation within the PTGS2 promoter may be tissue- or stimulus-specific, as altered methylation of both promoter and the first exon of PTGS2 have been reported [51–53].

Methylation analysis also demonstrated that one down-regulated tumor suppressor gene, APC2, is hypermethylated in OSCC induced by 4-NQO. By contrast, down-regulation of four other tumor suppressor genes (CCNA1, HRASLS, DDIT4L, WIF1) could not be attributed to promoter hypermethylation. It should be noted, however, that promoter hypermethylation cannot be definitively ruled out as a mechanism for the underexpression of these four genes, since areas of hypermethylation could be present outside of those that were analyzed. Supporting this possibility are our data with PTGS2, which demonstrated that promoter regions beyond CpG islands can be important targets of DNA methylation.

The central goal of the present studies was to identify molecular pathways that may serve as useful targets for cancer chemoprevention in the oral cavity. We propose that on the basis of their substantial overexpression in rat oral cancers, lipocalins and chemokines are potentially suitable molecular targets for oral cancer prevention. This idea is further supported by reports that (a) lipocalins such as LCN2 and several chemokines are significantly overexpressed in human oral cancers [17, 24, 25] and (b) these and related targets appear to be “druggable” [23, 28, 29]. 

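Lcn2 was not well above background on any normal array, and Ccl3, Cxcl2 and Cxcl3 were so on at most 2. Signals were therefore raised to the background limit of each pair, a step chosen after seeing the data, after which a rise measured against a raised signal is a lower limit. The log2 ratio of Lcn2 then lay between 0 (animal 21) and 5.3 (animal 16), and the mean of the 3 chemokines between -1.18 (animal 24) and 7.82 (animal 11). From their overexpression in OSCC over adjacent tissue, the paper proposes lipocalins and chemokines as potentially suitable targets. It adds reports that LCN2 and several chemokines are raised in human oral cancers, and that such targets and related ones appear druggable.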

Based on the overexpression of KLK6 in both rat OSCC and several types of human malignancies [30–33], a similar argument can be made in support of further oral cancer chemoprevention studies with serine protease inhibitors. However, enthusiasm for this approach may be reduced by the lack of significant chemopreventive activity of another protease inhibitor, BBIC, in a recently reported clinical trial of leukoplakia patients [50].

Confirming and extending our previous results [14], PTGS2 and several COX-related genes were significantly upregulated in rat oral cancers induced by 4-NQO; upregulation of PTGS2 is associated with hypomethylation of its proximal promoter region. Down-regulation of the tumor suppressor gene, APC2, also appears to be mediated by epigenetic mechanisms involving increased methylation of its first exon. Overexpression of pro-inflammatory chemokines, hypomethylation and overexpression of PTGS2, and hypermethylation and underexpression of APC2 may all be causally linked to the etiology of oral cancer in this model. Our studies provide important clues for further studies directed at the identification of molecular pathways that may serve as mechanistically-based targets for chemoprevention of oral carcinogenesis.

## Supporting Information

S1 Fig Differentially expressed genes in 11 pairs of OSCC *vs.* phenotypically normal tissue (N) (3538 probes; >2-fold differential expression; paired T-test p-value < 0.05). Expression of each gene is normalized to the 75th percentile intensity of each array and further normalized to the mean expression within each tissue pair. Red/Orange = up-regulated genes in tissue pair; Yellow = comparable gene expression in T and N; Blue = down-regulated genes in tissue pair.
(TIF) Click here for additional data file.

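Single pairs differed in how many probes changed. The number of probes at least 2-fold higher in OSCC ranged from 2258 (animal 22) to 6475 (animal 24), and the number at least 2-fold lower from 1119 (animal 22) to 11703 (animal 25).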

S2 Fig qRT-PCR confirmation of microarray data demonstrating up-regulation of selected genes in OSCC. qRT-PCR and microarray analyses were performed using different sets of OSCC and normal tissues. Data are expressed as mean ± SD, n = 8; *p < 0.05 in OSCC versus normal tissue.
(TIF) Click here for additional data file.

S3 Fig Identification of one CpG island (345 to 494 bp) in 600 bp 5’ flanking sequence of proximal promoter of rat PTGS2 gene. 4 primers (P1-P4) covering the CpG island and non-CpG island regions were designed for methylation assays. TSS, transcription start site; numbers in box represent the location of primers.
(TIF) Click here for additional data file.

S1 File Tables A-C. **Table A.** Specific primers used for RT-PCR analysis. **Table B.** Specific primers used for methylation assay of proximal promoters (600 bp 5’flanking sequence) of the selected genes (first exon starts from the position of 601 bp of the sequence). **Table C.** Expression of the selected putative tumor suppressor genes in 4-NQO-induced rat oral cancer.
(DOCX) Click here for additional data file.

# Supplementary material for: Overexpression of Lipocalins and Pro-Inflammatory Chemokines and Altered Methylation of PTGS2 and APC2 in Oral Squamous Cell Carcinomas Induced in Rats by 4-Nitroquinoline-1-Oxide
**Source:** PLoS One. 2015 Jan 30;10(1):e0116285. doi: 10.1371/journal.pone.0116285
**Supplement:** S1 File — Table A. Specific primers used for RT-PCR analysis. Table B. Specific primers used for methylation assay of proximal promoters (600 bp 5’flanking sequence) of the selected genes (first exon starts from the position of 601 bp of the sequence). Table C. Expression of the selected putative tumor suppressor genes in 4-NQO-induced rat oral cancer.

Table A. Specific primers used for RT-PCR analysis

Gene name Accession no. Primer sequence product size

PTGS2 NM_017232.3  F: TCAGAAGCGAGGACCTGGG

R: TACACCTCTCCACCGATGAC 147 bp

VEGFα NM_031836 F: CGGGCCTCTGAAACCATGAA

R: GCTTTCTGCTCCCCTTCTGT 122 bp

MMP-9 NM_031055 F: GATCCCCAGAGCGTTACTCG

R: GTTGTGGAAACTCACACGCC 132 bp

MMP-10 NM_133514.1 F: TCCCAGGAATTGAGCCACAAG

R: CAGCCAGCTGTTGCTCTTCAG 137 bp

MMP-12 NM_053963 F: ACGAGAGCGAATTTGCTGAA

R: GCCCAGTTACTTCTAGCCCA 150 bp

MMP-13 NM_133530.1 F: TCCATCCCGAGACCTCATGT

R: GCAGCACTGAGCCTTTTCAC 135 bp

TGFα NM_012671.2 F: GCCCTGGCTGTCCTCATTATC

R: ACTGTCTCAGAGTGGCAGCA 149 bp

IL-1β NM_031512.2 F: TGGCAACTGTCCCTGAACTC

R: CCCAAGTCAAGGGCTTGGAA 121bp

iNOS NM_012611.3 F: TCAGGCTTGGGTCTTGTTAGC

R: GAAGAGAAACTTCCAGGGGCA 110 bp

18S-rRNA NR_046237.1 F: CGAAAGCATTTGCCAAGAAT

R: AGTCGGCATCGTTTATGGTC 102 bp

Table B. Specific primers used for methylation assay of proximal promoters (600 bp 5’flanking sequence) of the selected genes (first exon starts from the position of 601 bp of the sequence)

Gene name CpG island location Primer location and sequence product size

PTGS2 345-494 167F: GCCAGTCTTGGAGCAGGCACAGC

349R: AGCTTTCCCCCATCTCCGCTTCC 183 bp

CCNA1 437-604 453F: AGGGCAGGCGTCCTGGAGAAGG

615R: CACGAACCCCTCCCGCTAACGTC 163 bp

HRASLS 462-605 454F: GGGTCTGGGGCGAGGTTCAAAGAC

650R: GACTCCATCCGCAGCACCCTGAG 196 bp

DDIT4L 395-529 351F: CTTGGCAGGAACTGAAAGGTGACCTGA

512R: GCCCACCAGCACAGGCTGCAC 162 bp

WIF1 191-310,325-604 Primers were purchased from Qiagen

Cat No. EPRN107710-1A

APC2 No CpG island 577F: CCCCAGGCACTGCAGGAGTTGAAA

760R: CCTCCATGCCGGTTCTCACCTTCA 184 bp

CpG island was identified by MethPrimer program.

Table C. Expression of the selected tumor suppressor genes in 4-NQO-induced rat oral cancer in comparison to the adjacent normal tissues identified by microarray analysis

| Gene Symbol | Primary Accession | Ratio (T/N) | P-value | Mean (N) | SD (N) | Mean (T) | SD (T) | Gene Name |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CCNA1 | NM_001011949 | 0.26 | 3.91E-04 | 1.43 | 0.45 | 0.37 | 0.40 | Cyclin A1 |
| HRASLS | NM_001105871 | 0.24 | 1.93E-04 | 1.47 | 0.43 | 0.36 | 0.37 | HRAS-like suppressor |
| DDIT4L | NM_080399 | 0.09 | 2.08E-04 | 1.63 | 0.43 | 0.15 | 0.38 | DNA-damage-inducible transcript 4-like |
| WIF1 | NM_053738 | 0.35 | 3.34E-05 | 1.41 | 0.32 | 0.50 | 0.28 | Wnt inhibitory factor 1 |
| APC2 | NM_001106769 | 0.48 | 7.73E-07 | 1.33 | 0.20 | 0.64 | 0.17 | adenomatosis polyposis coli 2 |

All values are derived from raw intensity values normalized to the 75th percentile of each array followed by the mean expression within each pair. P-values are derived from a paired Student T-test using GeneSpring software (n=11, p<0.01). Numbers were rounded to the nearest hundredth after calculations. T, tumor; N, Normal. These genes were selected based on literature and microarray for methylation analysis of their promoters.

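Table C lists the chosen genes, the accession of each, the ratio of its level in tumor to that in normal tissue with a p-value, and its mean and SD in each tissue after a pair of normalization steps. The plot of log2 ratios by pair shows the spread behind such means for these genes and for the genes of Table 6.

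**Figure D5:**
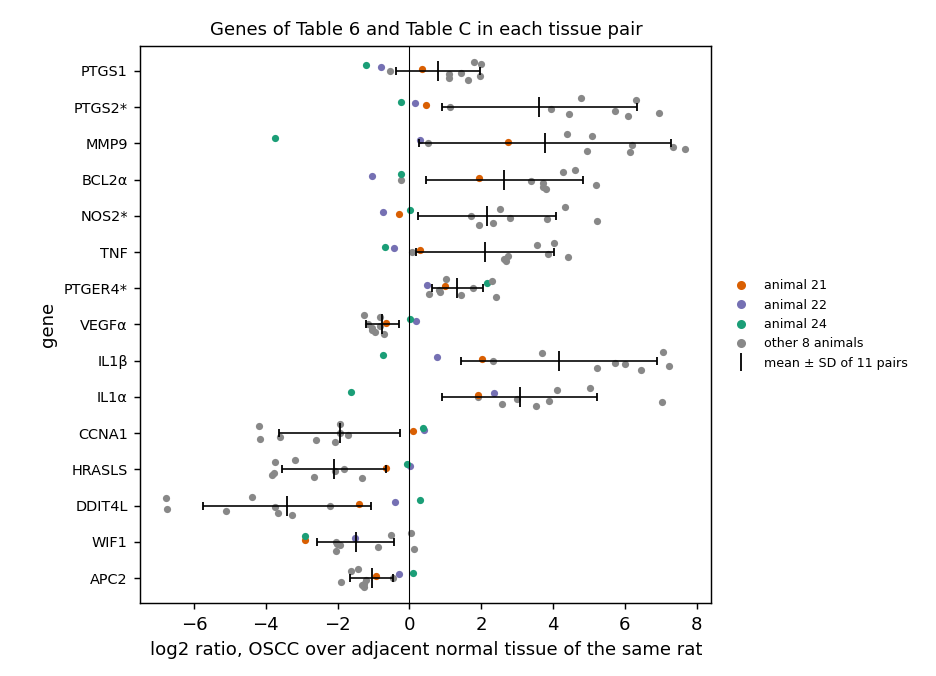
Log2 ratio of OSCC to adjacent normal tissue (x axis) in each of the 11 pairs for the COX-related genes of Table 6 and the genes of Table C. Each point is a pair, with animals 21, 22 and 24 in orange, purple and green and the other pairs in grey; the black tick and bar are the mean and SD of the 11 pairs, and an asterisk marks a gene not well above background on any array of 1 tissue. The means of all 5 genes of Table C lie to the left of 0.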

How the deposited data were processed for this re-analysis (not part of the article)

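The data behind the microarray results were the deposited arrays of Experiment 1. They hold 11 pairs of OSCC and adjacent phenotypically normal tongue tissue, 1 pair from each of 11 male F344 rats given 4-NQO at 20 ppm in drinking water for 10 weeks. The deposited titles carry the word untreated on all 22 arrays, and the labels give the normal pieces no treatment, read as a dose of 0 ppm. The samples were mapped by the paper's description. The quantitative PCR and methylation measurements of Experiment 2 were not analysed here.

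Each of the 22 one-color arrays carries 42877 spots for 30367 probes, of which 1390 have 10 spots. The authors used Feature Extraction, which subtracts the local background of each spot and removes spatial trends within the array. The intensity values were thus background-subtracted and detrended by the authors before they were deposited, and the processed signal is linear, in arbitrary units and not scaled between arrays. The authors also deposited the processed signal divided by the 75th percentile of its array, on a linear scale with 2 decimals and a lowest value of 0.01. This was checked on the values themselves: of those at or above 0.5, 99.6% equal the mean processed signal over its 75th percentile within 2%.

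Control spots were left out, as were 9196 spots (0.975%) that the software marked as outliers for uneven signal or for distance from their copies. The log2 signals of the spots of a probe were averaged, and the array's 75th percentile over probes was subtracted. No probe was removed for low signal, because the paper's methods name no such filter. On 68 probes at least 1 array had no value. Of all probes 22689 carried a gene symbol, for 19167 symbols, and 13632 were well above background on all 22 arrays. For arrays, precision is limited by their number, and for dim genes by signal over background. Where a gene was not well above background on any array of 1 tissue, the fold was computed against the lowest signal that any probe well above background had on each of those arrays, or the gene's own signal if higher, and it is given as a lower limit.

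OSCC and normal tissue were compared with limma 3.58.1 in R 4.3.3, with rat and tissue as terms. The pairing comes from 1 animal giving both tissues. The deviations of the 2 tissues of a rat from their tissue means had correlations across probes between -0.14 and 0.25, with a median of -0.01. Benjamini-Hochberg adjustment covered all 30367 probes, and a probe was called at an adjusted p below 0.05 and a change of at least 2-fold. The paper names Student's t-test, p < 0.05 and the same fold, and does not say whether p was adjusted. The test was also tried on simulated data with the means and spread of these arrays. Of 200 probes changed by 3 log2 units among 30299, 195 (97.5%) were called in the right direction, and 6 unchanged probes were called. On the same data the paired t-test with adjustment called 193.

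Genes named by the paper were found on the array by the accession the paper prints, then by the list of accessions in the probe's annotation, and then by symbol with the brightest probe. Names were checked against the RefSeq table of assembly GRCr8, which gave 17328 probes a current symbol, different from that on the array for 4007. Positions are those of assembly rn4 in the array annotation. The genes named here were chosen by rule. They are all genes that the paper names in Tables 2 to 6, in Table C and in its text, the 10 called genes with the largest rise and the 10 with the largest fall among those changed the same way in all 11 pairs, and the genes that explain the result of a list. The chemokine and keratin families were formed from the symbols on the array, with the brightest probe for each symbol.

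Arachidonic acid metabolism was tested as a list of 76 genes written from general knowledge of the pathway, since the paper's text does not print its own. Camera with a preset correlation of 0.01, camera with an estimated correlation, and fry were used. Lists of marker genes were also tested for serous gland genes in Table 2, other gland genes, hair keratin and filiform papilla genes in Tables 3 and 5, other hair and papilla genes, skeletal muscle, neutrophils, macrophages, B and plasma cells, T cells, endothelium, fibroblasts and proliferation. For each list the mean log2 difference of its genes was taken in each pair and tested by an exact sign-flip permutation test (two-sided) over the 11 pairs, with Benjamini-Hochberg adjustment over the lists. The median was also compared with 10000 random lists of like expression. Relations between changes over the pairs were tested by Pearson and Spearman correlation with 1e+05 permutations, or with all permutations for fewer than 10 pairs. Where the widest gap between pairs was more than 30% of the range, they were computed only within the larger cluster.

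The comparisons, lists, named-gene rule, families and most alternatives were set before the data were examined. The alternatives were no term for the rat, quantile normalization, array median, the 75th percentile of probes detected on all arrays, normexp background correction with an offset of 50, the authors' scaled values, outlier spots kept, probes well above background on at least 6 arrays of either or of both tissues, slide as a random block, scan day as a term, array weights, the paper's t-test in 3 forms, a fold of 1.5, no fold threshold, 1 probe for each gene, another probe of the same gene, each rat left out, and animals 21, 22 and 24 left out. Slide could not be fitted as a fixed term beside tissue, since each of the 7 slides held 1 tissue. Chosen after seeing the data were a floor of 0.01 on values divided by the mean of the pair, the geometric fold in the t-test on such values, the match by the list of accessions, families by current symbols, and a background limit for each pair. That limit is the higher of the lowest signals that any probe well above background had on the 2 arrays, and every signal below it was raised to it. The rule for clusters and the correlations within the second scan day were also chosen then. In 100 splits the tissues were swapped within random sets of pairs, to count how often a result as large appears in either direction. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.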

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

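The tests of between-array scaling and of probes not above background were chosen only after the results were seen. So were the correlations within the second scan day, while the other tests of gland and papilla content were not. The 12 lists of marker genes were compared between OSCC and adjacent normal tissue by exact sign-flip permutation tests over the 11 pairs (two-sided, adjusted over the lists). The 7 lists weighed here are those whose genes, which the paper does not discuss, differed from the normal tissue. The median of all genes shifted by -0.21 under the 75th percentile, -0.04 after quantile normalization and -0.41 with the array median.

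The 19 gland genes outside the paper's tables were higher in OSCC by a mean log2 difference of 2.31 (adjusted p = 0.01, higher in 9 of 11 pairs). Limma called 12 of them higher, and 14 with p adjusted over the list alone. Their median was 2.51, or 2.08 with genes at their lower limits, against -0.21 for all genes. Of the 19, 7 were well above background on at least 6 normal arrays. The most abundant were Slc12a2, with log2 expression of 1.39 in normal tissue and 0.99 in OSCC (adjusted p = 0.12 from limma), and Creb3l1, with -0.65 and 1.82 (adjusted p = 0.00073). The direction of Slc12a2 was reversed with another probe (0.36). The change of the 19 genes over the pairs followed that of the 9 gland genes of Table 2, which were higher by a mean of 7.95 (adjusted p = 0.0039, 11 of 11 pairs), and of which 1 was well above background on at least 6 normal arrays. Pearson's r was 0.89 (permutation p = 0.00096, adjusted 0.0029 over 15 relations) and Spearman's rho 0.91 (p = 0.00031, adjusted 0.0023). Without animals 17 and 26 r was 0.86. Within the 9 pairs whose OSCC was scanned on the second day r was 0.91 (exact permutation p = 0.0017, adjusted 0.0044 over 5 relations), and the first day held 2 pairs. A candidate explanation is more minor salivary gland tissue in the OSCC pieces than in the normal pieces, and the relation of 0.89 is what it needs. Whether such tissue was included when the tongue was sampled, or grew or changed with the tumor, stays open, since no histology was examined.

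The 14 hair and papilla genes outside the tables fell by 1.29 on the log2 scale (a mean of -1.29, adjusted p = 0.0059, lower in 10 of 11 pairs). Limma called 6 lower, and 6 with p adjusted over the list alone. Their median was -0.97, or -1.11 with limits, and 7 were well above background on at least 6 normal arrays. The most abundant were Vsig8, 2.85 in normal tissue and 2.46 in OSCC (adjusted p = 0.29 from limma), and Tchh, 3.33 and 1.73 (adjusted p = 0.08). The 17 hair keratin and papilla genes of Tables 3 and 5 had a mean of -3.72 (adjusted p = 0.0059, lower in 10 of 11 pairs), all 17 were expressed on at least 6 normal arrays, and limma called 16 lower. Over the pairs the 2 lists had a Pearson r of 0.96 (permutation p = 5e-05, adjusted 0.00052) and a Spearman rho of 0.89 (p = 0.00047, adjusted 0.0023), and without animals 11 and 22 r was 0.80. Within the 9 pairs of the second scan day r was 0.99 (exact permutation p = 2.2e-05, adjusted 0.00011). Less filiform papilla epithelium in the OSCC pieces is a candidate explanation for which the relation of 0.96 is needed. A fall of these genes within the epithelium that remains stays open, since the arrays measure whole pieces.

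Genes of 5 other cell types were higher in OSCC, and each list rose under all scalings run. The 9 neutrophil genes rose by a mean of 3.1 (adjusted p = 0.0039, 11 of 11 pairs, 8 called higher by limma, 8 over the list alone, median 3.33 or 1.96 with limits, 3 expressed on at least 6 normal arrays). S100a8 rose from -0.61 to 3.87 and Il1r2 from -0.66 to 1.04. The 11 macrophage genes rose by 1.45 (adjusted p = 0.0059, 10 of 11 pairs, 8 called, 8 over the list alone, 9 expressed), with C1qb going from 3.11 to 3.96 and C1qa from 3.12 to 3.96. The 8 B and plasma cell genes rose by 2.01 (adjusted p = 0.0039, 11 of 11 pairs, 4 called, 4 over the list alone, median 1.79 or 0.92 with limits, 1 expressed). Derl3 rose from -3.61 to -0.26, and Pou2af1, not well above background on any normal array, was at least 6.44-fold higher. The 8 T cell genes rose by 1.47 (adjusted p = 0.013, 8 of 11 pairs, 7 called, 7 over the list alone, 6 expressed), with Cd3g going from -1.65 to -0.51 and Cd3d from -1.57 to -0.84. The 8 fibroblast genes rose by 1.19 (adjusted p = 0.013, 10 of 11 pairs, 5 called, 6 over the list alone, 8 expressed), with Col3a1 going from 4.81 to 5.85 and Col1a2 from 3.75 to 5.22.

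Technical explanations were weighed for the lists. Between-array scaling as the whole cause is argued against, since under quantile normalization, the array median and the 75th percentile of detected probes the smallest mean change among these lists was 0.98 (fibroblasts, array median), larger than the shift of all genes of -0.41 under that scaling. Probes not above background as the whole cause of the gland, papilla and B cell changes are argued against by an adjusted p of at most 0.0067 with every signal raised to the background limit of its pair, which leaves a change only where signal rises above that limit. The means were then 2.01 for gland, -0.73 for papilla and 1.21 for B and plasma cell genes. Over the scalings run, the authors' scaled values, normexp correction and the filter on probes above background in either tissue, the adjusted p ranged from 0.0023 to 0.064 for gland genes, 0.0047 to 0.065 for papilla genes, 0.0023 to 0.0059 for neutrophil and macrophage genes, 0.0023 to 0.093 for B and plasma cell genes, 0.01 to 0.021 for T cell genes and 0.01 to 0.033 for fibroblast genes. In the pairs of animals 4 and 9, scanned within 1 day, all of these lists changed in the direction of their mean. Slide cannot be told apart from tissue, since no slide held both. More cells of these types, or higher expression in each cell, may each underlie the rises, and whole pieces do not separate them.

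A further 5 genes, which the paper does not name, were among the 10 called genes with the largest falls that went down in all 11 pairs. They were RGD1304931, now named Perm1 (log2 difference -3.79, adjusted p = 0.0024 from limma), LOC690577 (-3.69, adjusted p = 0.00063), LOC688587 (-3.45, adjusted p = 0.00026), Doc2g (-3.43, adjusted p = 0.00042) and Alx1 (adjusted p = 0.00012), which was not well above background on any OSCC array and at least 3.19-fold lower. LOC688587 was well above background on 5 OSCC arrays and the other 3 on 8 to 10. All 5 kept their direction with scan day as a term but were not past the threshold there, nor was Alx1 after normexp correction. Scaling as the whole cause is argued against by falls far beyond the shift of all genes. No biological explanation was tested for these genes.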

How the results depend on the processing

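The tests with the floor of 0.01, the geometric fold, matching without the accession list, families by current symbols, and the background limit of each pair were chosen only after the results were seen, and the other tests were not. Comparing tissues without the term for the rat called 4227 probes, 99.4% of the 4201 among them. The counts moved by less than 1.5 times after quantile normalization, with the 75th percentile of detected probes, with the authors' scaled values, with outlier spots kept, with probes above background in either tissue, with slide as a random block, in all forms of the t-test and with limma's unadjusted p. With the floor 4201 probes were called, 4200 of them the same. With every signal raised to the background limit of its pair the 12 marker lists kept their direction and their side of the threshold.

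With each rat left out in turn limma called 3649 (without animal 11) to 4799 (without animal 24) probes, 1810 to 2282 higher and 1788 to 2586 lower. All 20 genes of Table 2 and all 16 of Table 3 were called each time. Chemokine family genes numbered 23 to 27 higher and 1 to 2 lower, with 2 lower only without animal 9. Keratin family genes numbered 6 to 11 higher and 17 to 24 lower. Table 6 gave 8 to 9, Table C 4 to 5 and the arachidonic acid set p from 0.21 to 0.44.

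With scan day as a term limma called 3 probes, 0 higher and 3 lower. It called 0 genes of Table 2, 1 of Table 3, 0 and 0 in the chemokine family (higher and lower), 0 and 0 in the keratin family, 0 of Table 6 and 0 of Table C. At an unadjusted p below 0.05 and 2-fold the numbers were 9578 probes, 20 genes of Table 2, 13 of Table 3, 24 and 2, 4 and 27, 5 and 2. Only 2 pairs separate day from tissue in that fit, and the number of pairs that inform it is the cause by construction.

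After normexp correction 1701 probes were called, 686 higher and 1015 lower, with 5 genes of Table 6 and 3 of Table C. It adds an offset to every signal, which shrinks ratios of dim probes by construction. The mean change of gland genes outside the tables was 1.26 (adjusted p = 0.064), of hair and papilla genes -0.59 (0.065) and of B and plasma cell genes 0.65 (0.093). The similarity of the pair to the other pairs fell to 0.21 for animal 4, 0.33 for animal 9 and 0.1 for animal 17. The cause of the change in similarity was not tested.

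With only probes above background in both tissues, 2632 were called, 1059 of them higher, with 5 genes of Table 2, 8 of Table 3, 11 chemokine genes higher, 4 keratin genes higher, 12 lower and 2 genes of Table 6. Fewer genes are tested under this filter, which is the cause by construction.

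With the array median 2 chemokine genes were lower, the muscle list was past its threshold (-1.66, adjusted p = 0.032, against 0.032 to 0.067 over all scalings) and so was endothelium (-0.45, adjusted p = 0.005, against 0.005 to 0.36). This scaling shifts all genes downward, which accounts for its direction by construction. Array weights gave 3275 probes lower, and the cause was not tested. A fold of 1.5 called 9849 probes, 3751 higher and 6098 lower, and no fold threshold 13376, 4912 and 8464, with 2 chemokine genes lower in both. Leaving out animals 21, 22 and 24 gave 6924 probes, 4285 of them lower, though fewer samples were compared, and the cause was not tested. With 1 probe for each gene 1389 were lower, since fewer features were counted. By fry, the direction of the arachidonic acid set was reversed (p = 0.84), with neither test past its threshold.

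Among 122 named genes, 31 alternatives gave 3259 values with the same direction and side of the threshold, 193 no longer past it, 43 newly past it and 11 with the other direction. Scan day accounts for 101 of the 193 and normexp correction for 23. Reversed were Mcm7, whose change is 0.00, with the array median (-0.20) and with 5 rats left out singly (-0.08 to -0.01), PTGER4 after normexp correction (-0.03), Cxcl3 with another probe (-0.17) and without the accession list (-0.17), Slc12a2 with another probe (0.36) and VEGFα with another probe (0.30). The cause was not tested. Calls were lost when single rats were left out for Krt10 (7 of 11 times, 1.35 without animal 21 to 1.76 without animal 26), Krt83 (8 times, -2.58 without 13 to -2.09 without 16), Krt85 (9 times, -2.71 without 13 to -2.16 without 16), APC2 (2 times, -0.97 without 13 and -0.99 without 25), Myh2 (4 times, 1.90 without 21 to 2.21 without 11), Cd3g (7 times, 0.91 without 25 to 1.14 without 4) and Col3a1 (5 times, 0.92 without 11 to 0.99 without 16). Slide as a random block took the calls of Krt10, Krt83, Krt85, Krt36, Krtap3-1, Myh2, Cd3g and Col3a1, and the 75th percentile of detected probes that of APC2 (-0.96). Families by current symbols, chosen after seeing the data, gave 25 chemokine genes higher and 1 lower, and 8 keratin genes higher and 23 lower. What limits the dim genes is signal over background: of the 20 genes of Table 2, 7 were not well above background on any normal array.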

Differences from the paper's values

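The floor of 0.01, the geometric fold, the match without the accession list and the further probes of VEGFα were tested only after the results were seen. Each ratio here is the geometric mean of OSCC over normal tissue, and all alternatives not said to be chosen after seeing the values were set before the data were examined. The paper's counts of 3538, 1735 and 1803 are within 1.5 times of 4201, 2083 and 2118. A measured ratio is given here as different where it is beyond 1.5 times the paper's, and a lower limit where it exceeds the paper's ratio by more than 1.5 times. For genes well above background on all 22 arrays, apart from those the paper leads with, the difference must also exceed the SD between pairs.

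For Vegp2 the ratio was 681 and the paper's is 76.17, for Vegp1 824 and the paper's 74.67, and for Bpifb1 605 and the paper's 67.59. These genes were well above background on only 4, 2 and 3 normal arrays. Their ratios thus rest mostly on normal signals not well above background, and the size of each is uncertain. None of the alternatives set before the data were examined reached the paper's value for any of the 3. With values divided by the mean of the pair and floored at 0.01, an alternative chosen after seeing the values, the ratios were 76.14, 76.43 and 67.56.

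For Lipf the ratio was 424 and the paper's is 62.20, and for Amy1a 98.1 and the paper's 28.61. Normexp correction reached the paper's value in both (93.2 and 42.5 within 1.5 times), and the other alternatives did not. The floor, chosen after seeing the values, gave 62.18 and 28.6. Lipf was well above background on only 3 normal arrays, so the size of its ratio is uncertain too.

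For Bpifa1 the lower limit was 77.3 and the paper's ratio is 48.65. The limit no longer exceeded it by more than 1.5 times with the array median (67.3), after normexp correction (28.5) and without animal 4 (60.3), 9 (54.6), 16 (54.1), 17 (50.3) or 24 (53.6), and not with the others. For LOC171161 the limit was 88.5 and the paper's ratio is 48.63. The same held after normexp correction (23.3) and without animal 4 (70.6), 9 (60.6), 16 (63.4), 17 (58.5) or 24 (63.5), and not with the others. The floor, chosen after seeing the values, gave 48.63 and 48.61.

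For Krtap13-2 the ratio was 0.0349 and the paper's is 0.02. It was reached without animal 11 (0.0269), 13 (0.0287) or 22 (0.0204) and with another probe (0.0194), and not with the others, nor with the floor chosen after seeing the values (0.04512). For Krtap1-1 the ratio was 0.0436 and the paper's is 0.15, and only the t-test on values divided by the mean of the pair reached it (0.13). For Krtap1-3 the ratio was 0.152 and the paper's is 0.05, a gene well above background on all arrays whose difference lies within the SD between pairs (1.69 on the log2 scale). For Krt7 the ratio was 9.10 and the paper's is 16.70. It was reached with array weights (16.8) and without animal 21 (12.1) or 22 (11.2). Without animal 24 the limit (at least 9.85) does not rule it out. Without all 3 the limit (at least 19.2) lies above the paper's value, though within 1.5 times of it. The others did not reach it. For VEGFα the ratio was 0.594 and the paper's is 2.20. None of the alternatives set before the data were examined reached it, among them another probe with a log2 difference of 0.30. A further probe, looked at after seeing the values, reached it with a log2 difference of 1.14 (adjusted p = 0.00086 from limma).

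In statements, the paper puts CCL20 and CCL17 among the raised chemokines, and limma did not call them (log2 difference 0.82 and 1.17). Ccl20 was called with array weights (1.24), without animal 22 (1.03), without animals 21, 22 and 24 (1.33) and with another probe (1.17). Ccl17 was called without the term for the rat (1.17), with array weights (1.85), without animal 21 (1.54) and without the 3 animals (2.02). Among the keratins that the paper lists as changed, Krt16, Krt1, Krt19, Krt24 and Krt31 were not called. Krt16 was called with array weights (3.07), with the t-test on values divided by the mean of the pair (1.87), with its geometric fold chosen after seeing the values (2.28), without animal 24 (3.22) and without the 3 animals (2.99). Krt1 was called under the same alternatives (2.31, 1.30, 1.69 with the geometric fold chosen after seeing the values, 2.35 and 2.27), and Krt19 under none. Krt24 was called with the array median (-1.95), array weights (-1.32), the t-test on such values (-1.03), its geometric fold chosen after seeing the values (-1.75), without animal 22 (-2.10) and without the 3 animals (-1.03). Krt31 was called with the array median (-2.20), array weights (-2.01), without animal 22 (-2.57) and without the 3 animals (-2.89). All 5 were called with p adjusted over the list alone. PTGS1 was not called (0.80), but was with array weights (1.25), without animal 24 (1.00), without the 3 animals (1.31) and with another probe (1.30). VEGFα, raised in the paper's table, was lower by the probe used here.

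The paper counts more keratins among its most lowered genes than the 11 of 20 found here, where 4 of its 20 genes could not be matched. The ranking here held only probes with a gene symbol and left out Krtap1-1, so the 2 counts are not on the same set of genes. It names arachidonic acid metabolism as altered, while camera gave p = 0.29 and fry's test for change in either direction 1.5e-05. It describes a consistent fall of the chosen tumor suppressors by at least 2-fold over the 11 pairs, which may refer to the mean. The mean fall here was at least 2.07-fold for each gene, and single pairs fell by at least 2-fold in 7 to 9 of 11.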

Other observations

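The tests of LCN2 alone, neutrophil content, scan day, slide, the OSCC pieces of animals 22 and 24, the floor of 0.01, the exchanged accessions, the background limit of each pair and all splits other than that of the called probes were chosen only after the results were seen. The rule for clusters and the correlations within the second scan day were chosen then too.

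Lcn2 and the mean of Ccl3, Cxcl2 and Cxcl3 were tested for dependence on gland content. Against the 19 gland genes outside the tables, Lcn2 had a Pearson r of 0.39 (permutation p = 0.24, adjusted 0.33) and a Spearman rho of 0.50 (p = 0.12, adjusted 0.23). The chemokines had an r of -0.33 (p = 0.31, adjusted 0.39) and a rho of -0.25 (p = 0.47, adjusted 0.61), and Ptgs2 an r of -0.43 (p = 0.18, adjusted 0.27) and a rho of -0.41 (p = 0.21, adjusted 0.35), over 15 relations. Without animals 17 and 26 the r were 0.43, -0.18 and -0.31. Within the 9 pairs of the second scan day they were 0.33 (exact permutation p = 0.37), -0.44 (0.23) and -0.53 (0.15). Lcn2 and Ptgs2 were not well above background on any normal array, and the 3 chemokines on at most 2, so the changes at no change of the gland genes were fitted with every signal raised to the background limit of its pair. They were 2.66 (standard error 0.72) for Lcn2, 5.66 (1.43) for the chemokines and 3.25 (0.85) for Ptgs2. The values of 2.66 and 5.66 are each more than 2 standard errors above 0. They cannot decide whether more gland tissue is the whole cause of these rises. The gland genes of Table 2, fitted the same way but without raised signals, left 3.48, also more than 2 standard errors above 0. Such a remainder is thus left even for gland genes, and more gland tissue stays open for Lcn2, the chemokines and Ptgs2. More neutrophils in OSCC are weighed in the next paragraph. More cells of the remaining types stays open as untested for each gene alone.

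Neutrophil genes split the pairs into 4 with mean log2 changes of 0.66 to 1.35 and 7 with 3.11 to 5.54. By animal the changes were 4.10 (4), 3.11 (9), 5.54 (11), 4.51 (13), 4.26 (16), 0.88 (17), 0.68 (21), 1.35 (22), 0.66 (24), 4.45 (25) and 4.55 (26). Within the 7 pairs, neutrophil genes had a Pearson r of -0.33 with Lcn2 (exact permutation p = 0.48, adjusted 0.51), 0.39 with the mean of Ccl3, Cxcl2 and Cxcl3 (p = 0.35, adjusted 0.40) and 0.64 with Ptgs2 (p = 0.11, adjusted 0.21). The Spearman rho were -0.25 (p = 0.59), 0.29 (p = 0.56) and 0.50 (p = 0.27), with adjusted values of 0.61, 0.61 and 0.40. Without animals 9 and 11 the r were 0.03, -0.45 and -0.02. In the order of the animals above, the mean log2 change of the 3 chemokines was 9.15, 6.87, 9.1, 8.1, 7.87, 3, 1.85, 2.86, -1.18, 5.34 and 8.08, and that of Ptgs2 was 6.08, 4.45, 6.95, 5.73, 3.94, 1.12, 0.47, 0.17, -0.22, 6.3 and 4.79. The 4 smallest values of both lay in animals 17, 21, 22 and 24, as did those of the neutrophil genes, and a relation within the 7 pairs leaves this difference out. Lcn2 did not share this order, with 5.3, 7.01, 5.77, 6.78, 7.51, 6.6, 2, 1.94, 5.79, 4.49 and 6.08. For Lcn2 and Ptgs2 these values are set against normal signals not well above background, so their exact size is uncertain. With every signal raised to the background limit of its pair, Ptgs2 was 0 in animals 17, 21, 22 and 24. Lcn2 was then 4.54, 0, 1.26 and 5.03 in these animals. Fitted over all pairs with every signal raised to the background limit of its pair, the log2 change at no change of the neutrophil genes was 2.78 (standard error 0.89) for Lcn2, 0.12 (0.49) for the chemokines and -0.38 (0.34) for Ptgs2. For Lcn2, more neutrophils alone as the whole cause are argued against by 2.78, and by 4.54 and 5.03 in animals 17 and 24. Neutrophil genes changed there by only 0.44 and 0.18, while the gland genes outside the tables rose by 5.16 and 3.46. Lcn2 was 0 and 1.26 in animals 21 and 22. Gland and neutrophil genes were not fitted together, so both contents as a joint cause of the Lcn2 rise stay open. For the chemokines and Ptgs2 more neutrophils stay open, as the values near 0 are what this explanation needs. These fits rest on the difference between the 4 and the 7 pairs.

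The 17 skeletal muscle genes had a mean log2 change of -1.46 (exact sign-flip permutation test, two-sided, p = 0.045, adjusted p = 0.054), with 12 called lower and 1 higher (Myh2, 2.17) by limma, 14 with p adjusted over the list alone, and all 17 expressed on at least 6 normal arrays. Ckm went from 8.74 in normal tissue to 6.55 in OSCC and Mb from 8.70 to 6.27. The mean was lower in 8 pairs and higher in 3, those of animals 21 (1.54), 22 (0.94) and 24 (1.27), in which 14 to 15 of the 17 genes were higher. In the other pairs it was -1.29 (4), -1.62 (9), -4 (11), -3.96 (13), -1.62 (16), -0.83 (17), -3.84 (25) and -2.64 (26). Within these 8 pairs the list followed Myh4 of Table 3 with r = 0.90 (exact permutation p = 0.0043, adjusted 0.011; rho 0.81, p = 0.022, adjusted 0.054; 0.88 without animals 11 and 13) and hair keratins with r = -0.65 (p = 0.075, adjusted 0.16; rho -0.76, p = 0.037, adjusted 0.079; -0.28 without animals 11 and 13). Less muscle in the OSCC pieces is a candidate explanation for the falls, and with an adjusted p of 0.054 over pairs that go both ways it cannot be told apart from no common change. The endothelium list changed by -0.25 (adjusted p = 0.14, lower in 9 of 11 pairs) and limma called 0 of its 7 genes, also 0 over the list alone, with Pecam1 going from 2.16 to 1.68 and Vwf from 1.84 to 1.20. The proliferation list changed by 0.30 (adjusted p = 0.38, higher in 7 of 11 pairs) and 0 of its 14 genes were called by limma, with Mcm7 at 1.78 and 1.79 and Pcna at 1.63 and 1.92.

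The pairs of animals 21, 22 and 24 had low similarity to the others. An exchange of the 2 tissues of a pair is argued against, since it would make the correlation negative and the lowest was 0.21. Their OSCC arrays were 3 of the 4 on 1 slide, and the other was that of animal 25, whose correlation was 0.77. The slide cannot be told apart from other causes by 1 array. The OSCC array of animal 22 was nearer to the normal arrays (root mean square difference 0.56) than to the other OSCC arrays (1.03), so mostly normal tissue in this OSCC piece may explain that pair. For animal 24 the distances were 1.04 and 1.15, while those among normal arrays were at most 0.54. A mostly normal piece of the same makeup as the adjacent one keeps more than 50% of each normal transcript. The 13603 probes considered were well above background and had a value left on all arrays. Of these, 1156 were at least 2-fold lower in this pair and 291 at least 4-fold. Between 2 normal arrays of different rats these numbers were at most 889 and 235. In the pair of animal 22 they were 250 and 5, and in that of animal 21, with distances of 1.02 and 0.85, 690 and 137. The falls in animal 24 argue against mostly normal tissue of the makeup of the normal pieces in its OSCC piece. Normal tissue of another makeup is not excluded by them. In this pair gland genes outside the tables rose by 4.22 and muscle genes by 1.27, and proliferation genes changed by -2.01. The paper proposes other molecular routes to neoplasia, which stay open as untested.

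Whether the results exceed chance was examined with 100 splits that swap the tissues within random sets of pairs, the real one included, and every split parts all 11 pairs. A split and its mirror are one, so each count covers results as large in either direction. As large as the real one was 1 split, the real one itself, for the count of called probes, which argues against chance for that count. For chemokine genes higher there were 4 and for keratin genes lower 3. These shares lie close to the level of 0.05 and were not adjusted over the counts examined, so they do not exclude chance. Chance cannot be excluded either for chemokine genes lower (8), keratin genes higher (6) and the arachidonic acid set (38). For probes higher (5 splits) and lower (5) the count cannot decide. The 4 other splits with as many probes higher or lower swap only animal 22, 24, 22 and 24, or 21 and 24. They keep 9 to 10 pairs as they are and so carry most of the real difference. The counts for Table 2 (2), Table 3 (3), Table 6 (6) and Table C (1) decide nothing, since those genes were chosen on these arrays. The largest count of another split was 4004, in the split that swaps the pair of animal 24 alone, and the median of the others was 0, with 8 other splits giving any call. The difference between scan days as the whole cause of the called probes is argued against by the 96.6% of them, called in the 9 pairs scanned on different days, that changed the same way in the pair of animal 4, scanned within 1 day. The slope of the changes in animals 4 and 9 on those in the 9 pairs was 1.11. For scan day itself limma found 0 probes at the adjusted p and 1712 at an unadjusted p below 0.05. Slide cannot be told apart from tissue.

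The ratios of Table 2 were compared with values divided by the mean of the pair and floored at 0.01. With this floor 19 of 20 ratios of Table 2 came within 5% of the paper's, against 4 without it. In Table 3 the numbers were 7 and 4 of 16, in Table 4 20 and 20 of 22, in Table 5 16 and 15 of 19, in Table 6 6 and 6 of 10 and in Table C 4 and 4 of 5. The floor limits the largest ratio of a pair to 199, and a floor of this kind is a candidate explanation for the smaller ratios of the paper. For Krtap1-3 the ratio was 0.152, close to the paper's 0.15 for Krtap1-1, while that of Krtap1-1 was 0.0436 and the paper's for Krtap1-3 is 0.05. An exchange of the 2 accessions in the paper's tables may explain this pair of values.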
